# Functional annotations of three domestic animal genomes provide vital resources for comparative and agricultural research

**DOI:** 10.1038/s41467-021-22100-8

**Published:** 2021-03-23

**Authors:** Colin Kern, Ying Wang, Xiaoqin Xu, Zhangyuan Pan, Michelle Halstead, Ganrea Chanthavixay, Perot Saelao, Susan Waters, Ruidong Xiang, Amanda Chamberlain, Ian Korf, Mary E. Delany, Hans H. Cheng, Juan F. Medrano, Alison L. Van Eenennaam, Chris K. Tuggle, Catherine Ernst, Paul Flicek, Gerald Quon, Pablo Ross, Huaijun Zhou

**Keywords:** Agricultural genetics, Epigenomics, Gene regulation

## Abstract

Gene regulatory elements are central drivers of phenotypic variation and thus of critical importance towards understanding the genetics of complex traits. The Functional Annotation of Animal Genomes consortium was formed to collaboratively annotate the functional elements in animal genomes, starting with domesticated animals. Here we present an expansive collection of datasets from eight diverse tissues in three important agricultural species: chicken (*Gallus gallus*), pig (*Sus scrofa*), and cattle (*Bos taurus*). Comparative analysis of these datasets and those from the human and mouse Encyclopedia of DNA Elements projects reveal that a core set of regulatory elements are functionally conserved independent of divergence between species, and that tissue-specific transcription factor occupancy at regulatory elements and their predicted target genes are also conserved. These datasets represent a unique opportunity for the emerging field of comparative epigenomics, as well as the agricultural research community, including species that are globally important food resources.

## Abstract (web summary)

In order to interpret non-coding variants, information about regulatory elements in the genome is essential. Here, the authors annotate regulatory elements in chicken, pig and cattle, and characterize conservation of these elements between species.

## Introduction

Genetic improvement of domestic animal species has been a key driver of reducing the environmental footprint of animal source foods, which are of critical nutritional importance in developing countries^1^. Climate change and recurring and novel pandemics, such as the current COVID-19 crisis, have unprecedented impacts on food security which, along with the ever-growing human population and increasing demand for food, mean that improvements in food production and sustainability are of critical importance. Chicken, cattle, and pig are three of the most important domestic animal species that contribute economical and nutritionally valuable protein to global food production^1^. Understanding the genetic basis of economically important complex traits in domestic animals is a primary focus of animal agriculture, as such knowledge provides the essential basis for the continued genetic improvement necessary to meet the projected increased demand using fewer animals. Furthermore, these species are important for their contributions to our understanding of evolutionary biology, human developmental biology, disease, and clinically relevant medicine^2^. It is widely accepted that most of the causative genetic variants associated with complex traits are located in non-coding genic and intergenic regions that regulate gene expression^3^. Human and mouse catalogs of regulatory elements (REs)^4–7^ have been critical for identifying genetic variants associated with health and disease^8^, and the recent completion of ENCODE phase 3 has further highlighted the importance of functional elements on evolutionary biology, human medicine, and genotype-to-phenotype prediction^9,10^. While some studies have investigated the evolution of regulatory sequences in non-model and non-mammalian species^11–17^, broad questions still remain as to what extent the epigenomic and regulatory logic is conserved, especially at large evolutionary distances.

Here we present an eight-tissue functional annotation of the chicken, pig, and cattle genomes as one of the pilot projects of the Functional Annotation of Animal Genomes (FAANG) consortium^16,18–24^. Comparative analysis of these datasets, along with complementary datasets from the human and mouse ENCODE projects^25,26^, find low levels of conservation in the sequence and position of REs, especially enhancers. On the other hand, tissue-specific patterns of transcription factor motif enrichment are highly conserved. The functional epigenetic landscape of some REs are found to be conserved across all five species, including chicken, and are associated with genes involved in basic metabolic processes. Prediction of enhancer target genes further reveal that chickens possess a reduced set of enhancers relative to mammals that collectively regulate a similar number of genes, resulting in each chicken enhancer being more multi-functional. These analyses are, to our knowledge, the largest reported genome-wide comparison of REs across birds and mammals in terms of the set of tissues and assays used, and provide a vital data resource for the agricultural research community.

## Results

### Data overview

We performed genome-wide functional annotation using the experimental design shown in Fig. 1a. Briefly, six epigenetic data types were profiled in eight tissues (liver, lung, spleen, skeletal muscle, subcutaneous adipose, cerebellum, brain cortex, and hypothalamus) collected from sexually mature male chickens, pigs, and cattle. The epigenetic data generated included four histone modifications (H3K4me3, H3K27ac, H3K4me1, H3K27me3) and one DNA-binding protein (CTCF) using chromatin immunoprecipitation followed by sequencing (ChIP-seq)^27,28^, and chromatin accessibility using DNase I hypersensitive sites sequencing (DNase-seq)^29^ in chickens and Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq)^30^ in cattle and pigs. Transcriptome sequencing was also performed to correlate gene expression with regulatory region activity.

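RNA-seq was analysed here in 48 libraries, 1 for each of 8 tissues in 2 males per species. The chickens were 20 weeks old, the pigs 6 months old and the cattle 14 months old. Polyadenylated RNA was sequenced from both ends in stranded libraries. The authors deposited the number of reads that htseq-count assigned to each Ensembl gene, without normalization, so each file holds whole-number counts of 1 library. The chicken files list 24356 genes, the pig files 25880 and the cattle files 27607. Reads counted on genes ranged from 36128981 to 65610965 per library in chickens (median 48131268), from 24175988 to 49854713 in pigs (median 33211736) and from 15404647 to 42142511 in cattle (median 28488007). The smallest library was cattle cortex of animal M08. Of all reads listed for a library, 11.8% to 34.1% in chickens, 7.09% to 23.6% in pigs and 13.9% to 41.2% in cattle fell on no annotated gene, and these reads were kept out of every total and test. Counts were scaled with TMM factors computed over all genes of a species and divided by the scaled library total to give CPM. At the shallowest scaled depth a CPM of 1 stood for 18.6 reads in chickens, 10.6 reads in pigs and 13.7 reads in cattle. With 2 replicates per tissue, tests pooled the spread over the 16 libraries of a species, and each species was fitted on its own. Choices that could move the results are the samples over which a CPM of 1 is required, the scale of the principal components, and the fold and minimum CPM behind tissue specificity.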

**Fig. 1:**
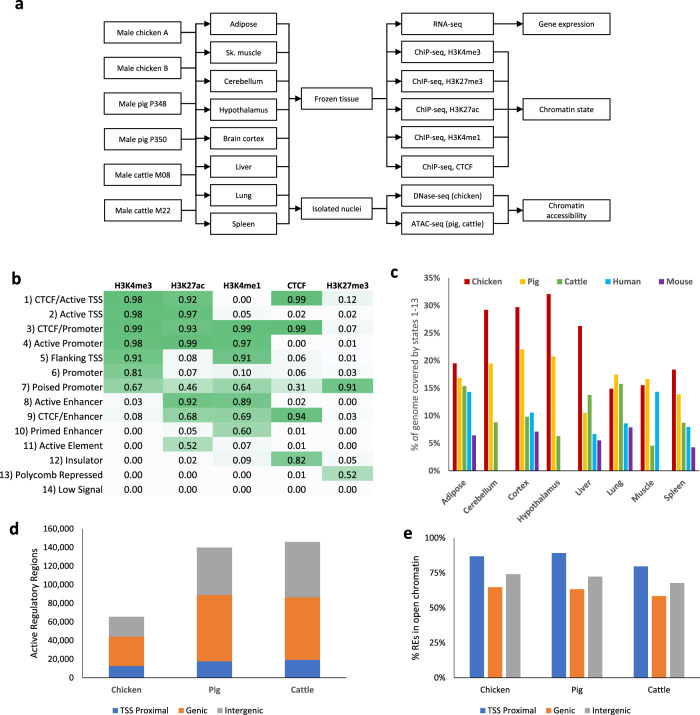
ChromHMM integrates ChIP-seq data to predict chromatin states. **a** Experimental design schematic for the study. **b** Emission probabilities of the 14-state ChromHMM model. **c** Percent of the genome annotated with any functional state (any state except “Low Signal”). **d** The number of regulatory elements identified in each species, separated by TSS proximal (within 2 kb of annotated TSS), genic (overlapping annotated gene body), and intergenic. **e** Percentage of regulatory elements that co-occurred with open chromatin in the tissues in which they were active.

A total of 240 ChIP-seq libraries were generated and sequenced to produce 5,021,232,911 reads from chicken samples, 4,281,659,559 from pig samples, and 6,813,035,002 from cattle samples. Additionally, 15 DNase-seq libraries totaling 805,274,643 reads were produced as well as 1,038,779,370 ATAC-seq reads from 16 pig samples and 1,190,252,653 ATAC-seq reads from 15 cattle samples. The data has been deposited in public repositories (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158430) and a UCSC track hub is available to view the chromatin state prediction, predicted enhancer–gene pairs, and assay read depth (http://farm.cse.ucdavis.edu/~ckern/FAANG/).

All data generated were held to stringent data quality standards that closely mirrored the ENCODE consortium’s criteria^31^ (Supplementary Table 1, Supplementary Data 1 and 2). Hierarchical clustering based on the Pearson correlation of read depth in bins across the genome for the five ChIP-seq marks and the chromatin accessibility assays demonstrated data reproducibility between two biological replicates and specificity across tissues (Supplementary Figs. 2–4). 

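Pearson correlations of log2(TMM CPM + 1) were computed between the libraries of the 2 animals of each species, across the genes with at least 1 count, which are not independent replicates. In chickens, the 8 pairs of libraries from the same tissue had a mean r of 0.989 ± 0.0104 (SD, n = 8 pairs), compared with 0.813 ± 0.0693 (SD, n = 56) for pairs from different tissues. Same-tissue pairs reached 0.987 ± 0.00914 (SD, n = 8) in pigs and 0.986 ± 0.00493 (SD, n = 8) in cattle, while pairs from different tissues averaged 0.779 ± 0.0946 (SD, n = 56) and 0.799 ± 0.0757 (SD, n = 56). In each species no other way of pairing the tissues of the 2 animals gave a mean r as high as the real pairing (one-sided exact permutation test, p = 2.48e-05, the smallest that all pairings can give). The lowest same-tissue correlations were those of the hypothalamus in chickens (r = 0.968) and pigs (r = 0.966). Chicken hypothalamus B was closer to cortex A (r = 0.990) than to hypothalamus A, and each pig hypothalamus library was closer to cortex P348 (r = 0.974 and 0.969) than to the other hypothalamus library. In all, 15 of 16 chicken, 14 of 16 pig and 16 of 16 cattle libraries were nearest to the other library of their own tissue. On the first 2 principal components, the mean distance between libraries of the same tissue was 0.0662 of the mean distance between tissues in chickens (one-sided exact permutation test, p = 4.96e-05), 0.114 in pigs and 0.110 in cattle (one-sided exact permutation test, p = 2.48e-05 in both). The difference in mean r between same-tissue and different-tissue pairs changed most with only genes kept by edgeR's filterByExpr in pigs and cattle, to 0.274 and 0.250, and with Spearman's rho in chickens, to 0.124. The paper gives principal component analysis of expression as its check that the RNA-seq data were reproducible.

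**Figure D1:**
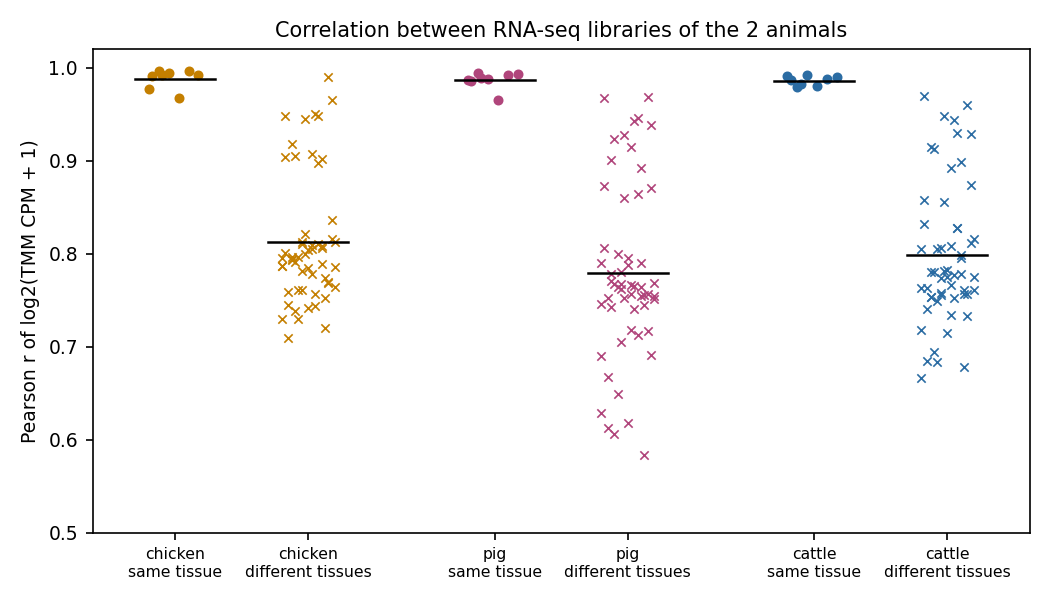
Pearson r of log2(TMM CPM + 1) between each library of 1 animal and each library of the other, by species. Filled circles are the 8 pairs from the same tissue, crosses the 56 pairs from different tissues, and lines the means; same-tissue pairs lie between 0.966 and 0.996.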

The reproducibility of the RNA-seq data was similarly verified by principal component analysis (PCA) of gene expression values both within each species (Supplementary Fig. 5a) and across all three species (Supplementary Fig. 5b).

### Identification and annotation of REs

The data generated allowed the discovery of co-occurring histone modifications, CTCF binding, chromatin accessibility, and gene expression, which was used to identify regions with regulatory function and to link them with candidate target genes. We therefore first predicted genome-wide chromatin states in each tissue within each species using ChromHMM^32^ to categorize genomic regions into 14 distinct chromatin states defined by their combination of ChIP-seq marks (Fig. 1b). Labels assigned to each state were determined based on previously characterized chromatin states^33^ and include active promoter and transcription start site (TSS) states, primarily defined by the presence of H3K4me3, active enhancer states with H3K27ac and H3K4me1, polycomb repressed elements marked by H3K27me3, and insulators bound by CTCF. 53%, 40%, and 31% of the chicken, pig, and cattle genomes, respectively, was annotated with a ChromHMM state corresponding to any epigenetic signal in at least one tissue, i.e., any ChromHMM state except for “Low Signal” which indicated an absence of any of the five ChIP-seq marks profiled. The percentage of the genome annotated with some regulatory function varied from tissue to tissue (Fig. 1c), reflecting the different regulatory programs responsible for tissue-specific phenotypes, as exemplified by the tissue-specific activity of the albumin (ALB) gene, which is highly expressed in the liver (Supplementary Fig. 1b).

These predicted chromatin states were then used to identify REs in each of the domestic animal genomes and annotate them with the tissues in which they were active. Next, these REs were classified as TSS proximal, genic, or intergenic based on their genomic location relative to annotated coding genes. Enrichment for each of the histone modifications assayed indicated that TSS proximal REs are characterized primarily by a strong H3K4me3 enrichment, consistent with promoter activity^34–36^. A bimodal pattern of H3K4me1 enrichment in TSS proximal REs was present, with stronger enrichment flanking the central point where the peaks of H3K4me3, H3K27ac, and chromatin accessibility enrichment lie. This profile matches the enrichment of ChromHMM states around annotated TSSs, primarily with the “Active Promoter” and “Flanking TSS” states (Supplementary Fig. 1a). Genic and intergenic REs had similar profiles, with H3K27ac and H3K4me1 being the most enriched (Supplementary Fig. 1c), as is common for enhancer regions^36–38^.

The number of REs identified in chickens was approximately half that found for pigs and cattle (Fig. 1d). The difference between chicken and mammals was mostly due to a lower number of genic and intergenic REs, while the number of TSS proximal REs was similar. This coincides with chickens having a similar number of genes despite the average length of gene bodies and the total size of the genome being smaller relative to mammals^39^ (Chicken: 1 GB, Pig: 2.5 GB, Cattle: 2.7 GB). The majority of active REs (75±12% in chickens, 75 ± 12% in pigs, and 69±15% in cattle) were in chromatin accessible regions as determined by DNase-seq or ATAC-seq data (Fig. 1e), supporting their active function. We also observed that genic and intergenic REs had more tissue-specific activity as opposed to TSS proximal REs (Supplementary Fig. 1d). Furthermore, of the 11,476, 12,203, and 13,074 genes expressed in chickens, pigs, and cattle, respectively (defined as TMM-normalized counts per million of at least 1), 70%, 79%, and 78% contained annotated active TSS proximal REs.

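With expression called where the mean TMM CPM of the 2 replicates was at least 1 in at least 1 of the 8 tissues, 15531 genes were expressed in chickens, 16081 in pigs and 17020 in cattle, out of 21937, 20938 and 22910 genes with any count. Counted in 1 animal at a time, the numbers were 15628 and 15469 in chickens A and B, 16084 and 16132 in pigs P348 and P350, and 17014 and 17048 in cattle M08 and M22. Genes at a CPM of 1 in all 8 tissues numbered 9277 in chickens, 9928 in pigs and 10614 in cattle. Genes at that level in a single tissue numbered 1386, 1159 and 1498. A single library held 12036 ± 636 genes at that level in chickens (SD, n = 16), 12832 ± 576 in pigs (SD, n = 16) and 13367 ± 426 in cattle (SD, n = 16). Muscle held the fewest in chickens (10947.5 ± 43.1, SD, n = 2), and chicken liver followed with 11338.5 ± 84.1 (SD, n = 2). The cattle libraries were the shallowest, and thinning every library at random to 15404647 counts gave 15583, 16104 and 17045 expressed genes. The requirement that moved the number most was a CPM of 1 in every library, which left 8883 genes in chickens, 9536 in pigs and 10055 in cattle.

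**Figure D2:**
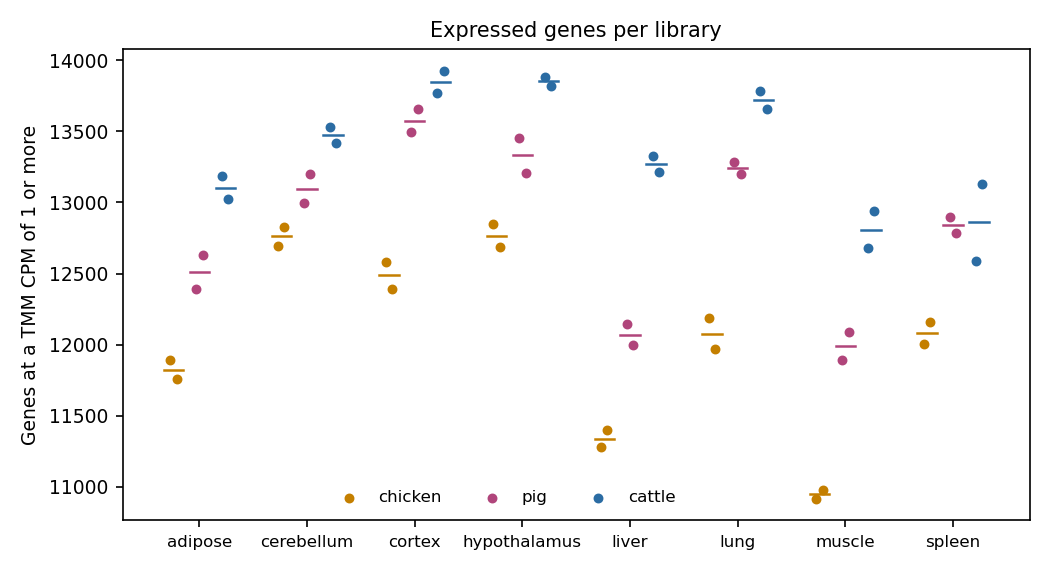
Number of genes at a TMM CPM of 1 or more in each library, by tissue and species; the vertical axis does not start at 0. Each point is 1 animal and each line the mean of 2, and the lowest libraries are those of chicken muscle, at 10917 genes or above.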

These results, taken together, revealed patterns of tissue-specificity and enrichment of histone modifications following known characteristics of promoters and enhancers. TSS proximal REs were promoter-like, as expected, while genic and intergenic REs exhibited characteristics of enhancers, with no discernible difference between the two genomic locations. Therefore, these REs are referred to as promoters, genic enhancers, and intergenic enhancers, respectively, in the following text. We then conducted comparative epigenomic analyses to explore the evolutionary conservation of REs across five species including human and mouse.

### A core set of REs is conserved across divergent amniotes

Previous comparative studies from ENCODE and modENCODE have shown that while some properties of gene regulation are highly conserved, the specific sequence and genomic position of functional REs are not^40,41^. To investigate this further with a broader selection of species, we included human and mouse along with our three domestic animal species. The coordinates of each regulatory element from each of the five species were mapped to the genomes of the other species using the Ensembl v99 alignments of amniota vertebrates. As expected, the greater the evolutionary distance between species, the lower percentage of REs mapped (Fig. 2a, b). Of particular note, intergenic enhancers had a lower mapping rate compared to promoters and genic enhancers at all evolutionary distances (Student’s *t*-test, *p*-value < 0.05), while the mapping rates between promoters and genic enhancers were not significantly different at any evolutionary distance. We then checked if the mapped regulatory element from one species shared regulatory activity in the other species, indicating functional conservation of the genomic location across species. Our analysis revealed that the epigenomic landscape of mapped promoters was conserved at an average rate of 77 ± 8% between pairs of species, while the epigenomic landscape of enhancers, including genic and intergenic, was only conserved at an average rate of 33 ± 8.1%, even though a similar proportion of promoters and genic enhancers was mapped at each inter-species comparison (Fig. 2b, c). Interestingly, the rate of epigenomic conservation for both promoters and enhancers declined at a minimal degree as evolutionary distance increased, with only one statistically significant difference in genic enhancers, between group A (conserved in pig and cattle, 45%) and C (conserved in all mammals, 38%); and two in intergenic enhancers, between group C (32%) and D (conserved in mammals and chicken, 25%) and groups A (38%) and D (25%). No significant differences were observed between groups in promoters. Taken together, our results suggested that epigenomic conservation among these five species is independent of evolutionary distance and is not always correlated with positional conservation among vertebrates including an avian species.

**Fig. 2:**
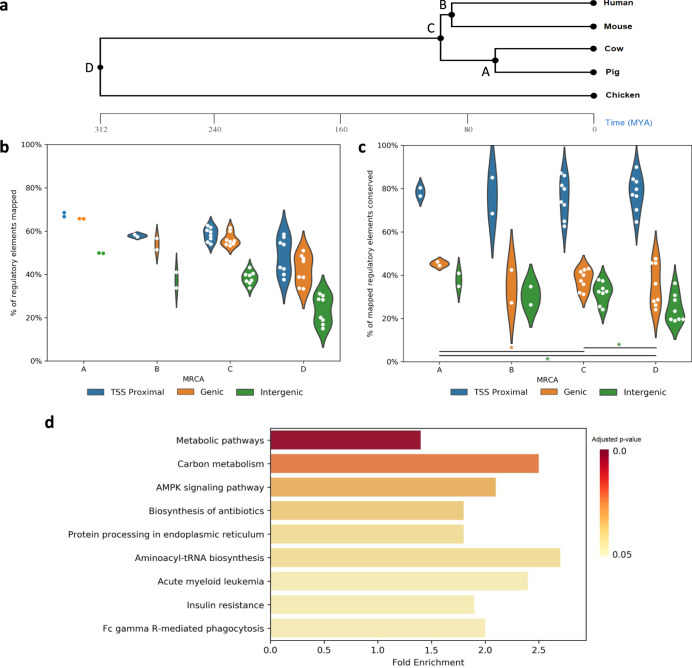
Distal regulatory elements are not positionally conserved. **a** Phylogenetic tree showing the evolutionary distance between species. Most recent common ancestors (MRCA) are labeled and referenced in Fig. 3b and c. **b** Percentage of regulatory elements whose genomic coordinates could be mapped to other species, grouped by evolutionary distance. Each pair of species produces two data points, e.g. Cattle REs mapped to pig and pig REs mapped to cattle. **c** Percentage of mapped regulatory elements that were conserved, i.e. overlapped with a regulatory element identified in the target species. Asterisks indicate *p*-values <0.05 of a one-tailed Student’s *t*-test (genic A–C *p*-value = 0.03304, intergenic A–D *p*-value = 0.01402, intergenic C and D *p*-value = 0.01238). No *p*-values were <0.01. **d** KEGG pathways enriched in genes with promoters conserved across all species. Benjamini–Hochberg adjusted *p*-values were obtained using DAVID (*n* = 3380 genes).

By examining epigenomic conservation within lineages, rather than just pairwise between species (Supplementary Fig. 6), we found a set of 9458 REs conserved across the mammals included in this study, representing similar number of promoters and enhancers. Including chicken, 3153 promoters and 1452 enhancers were conserved across all five species. This result revealed a considerable regulatory conservation across over 300 million years of evolution. For enhancers conserved across all five species, a very small number were tissue-specific, despite most enhancers being tissue-specific, suggesting these conserved enhancers are involved in basic cellular functions universal to all cell types. Further KEGG^42^ pathway enrichment of genes with conserved promoters supports this notion, with the most enriched pathways related to core metabolic processes (Fig. 2d). While the sequence and position of enhancers showed low conservation, we next explored whether higher conservation exists with other features of REs such as transcription factor binding and the targeted genes they regulate.

### Tissue-specific transcription factor enrichment in active REs is highly conserved across vertebrates

Transcription factors that bind to accessible chromatin within REs have been shown to have distinct tissue-specific activity that is conserved between mouse and human^25^. Using the chromatin accessibility data generated in this study, we performed transcription factor footprinting^43^ to identify potential transcription factor (TF) binding events within characterized REs. Using these footprints, we identified 26 transcription factor motifs from the HOMER^44^ vertebrate transcription factor database that were enriched in tissue-specific TF footprints in at least one tissue in each domestic animal species (Fig. 3), with the three brain tissues combined for this analysis. These transcription factor motifs showed similar patterns of enrichment across species, including human and mouse, implying a tissue-specific conserved regulatory function. FOXA2 and HNF1B, for example, were enriched and highly expressed in liver in all three domestic animal species as well as mouse, and are known to be important for liver development^45^. The SIX1 transcription factor plays a role in adult skeletal muscle development^46^ and was expressed in muscle in all three domestic animal species with motif enrichment in muscle-specific TF footprints.

**Fig. 3:**
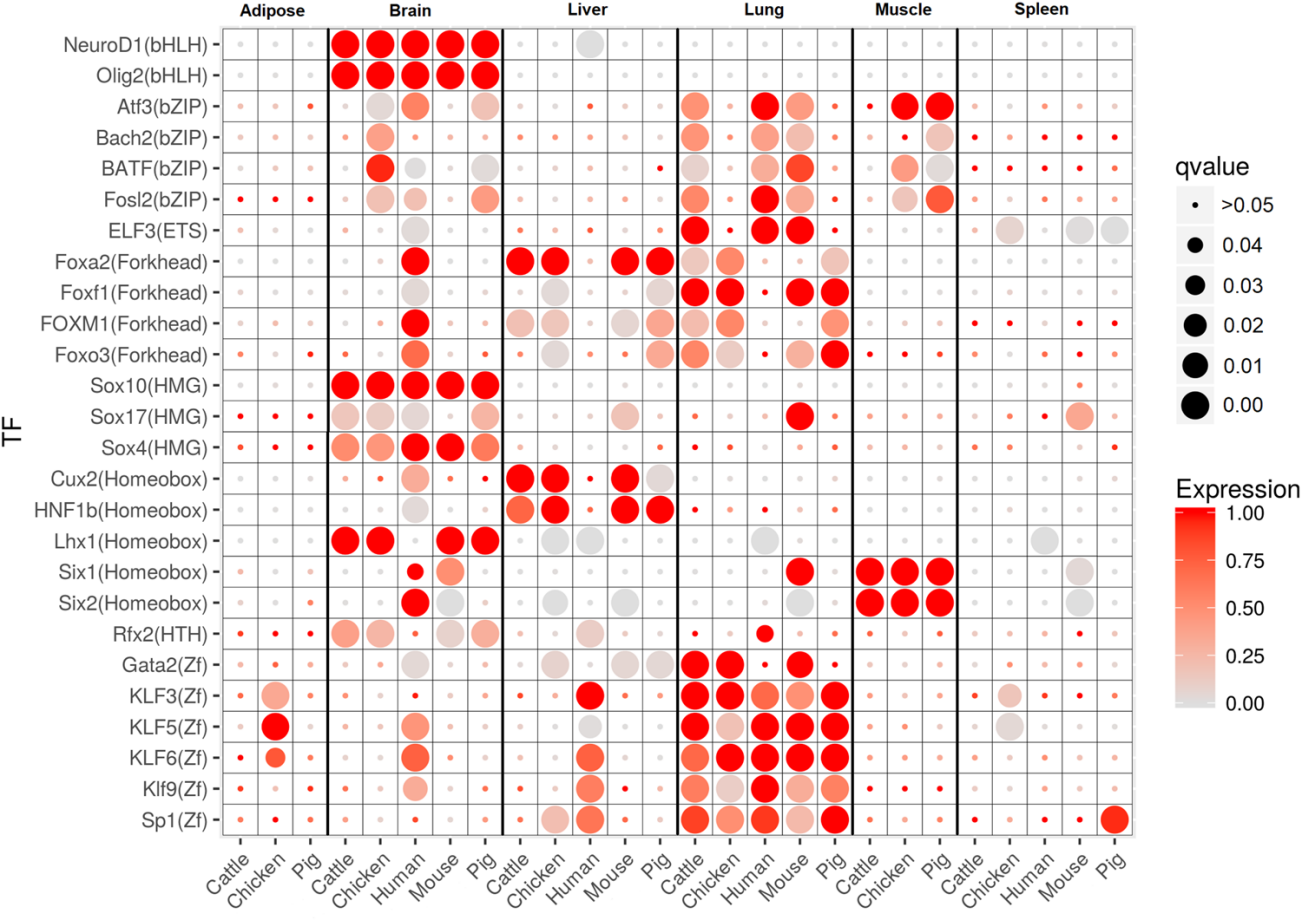
Transcription factor motifs enriched in tissue-specific footprints show similar patterns across species. Transcription factor motifs enriched in at least one tissue in all three domestic animal species. The size of the circle indicates the statistical significance of motif enrichment (Benjamini–Hochberg adjusted *p*-values using HOMER), while the color indicates the expression of the corresponding transcription factor gene, normalized to the maximum expression across tissues within each species.

### Target gene prediction of enhancers identified potential regulators conserved across species

To predict RE target genes, we correlated gene expression across samples with the level of enrichment of histone modifications or open chromatin at enhancers. The analysis was performed on all three RE groups, as some promoters have been found to interact with other promoters in an enhancer-like manner^47^. 

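Read as the variance of the TMM CPM over the 16 libraries, a limit of 6 selected 2983 of the expressed genes in chickens (19.2%), 2626 in pigs (16.3%) and 3227 in cattle (19.0%). These were mostly genes of low expression, since 97.5% of them in chickens, 96.2% in pigs and 93.2% in cattle had a mean CPM under 5.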

Because this method relies on Spearman rank correlation between values across tissues, genes with small variances in expression (variance <6 CPM) were excluded from the analysis to limit false positive associations due to random chance. Similarly, REs with small variances in the enrichment of histone modifications or open chromatin were also removed as potential regulators. As it is widely recognized that enhancer–promoter interactions occur most predominantly within TADs^48^, but not necessarily with the RE nearest to the gene^49–51^, we predicted TADs for chickens, pigs, and cattle using CTCF-binding sites, given that Hi-C data is not available for the samples under study. Predicted TADs covered 82%, 91%, and 92% of the genomes of chicken, pig, and cattle, respectively, which is in the range of previous Hi-C data generated from mouse cell lines which identified 2200 TADs that covered 91% of the genome^47^.

As a preliminary step, we measured the Spearman correlation of gene expression and ChIP-seq or chromatin accessibility signal within enhancers that overlapped or were nearest to the gene. As previously stated, REs do not always regulate their nearest gene; however, the situation is frequent enough to provide a proof-of-concept for the central assumption of our target gene prediction method—that gene expression and epigenetic signals are correlated—and to establish a baseline correlation level of these “naïve” enhancer–gene pairs. Results of this analysis indicated that H3K27ac was the most consistently correlated with gene expression at both genic and intergenic enhancers across all three species (Fig. 4c, d). Additionally, H3K27ac has been previously shown to be predictive of gene expression^52,53^. Therefore, we used H3K27ac as the signal of regulatory element activity for target gene prediction.

**Fig. 4:**
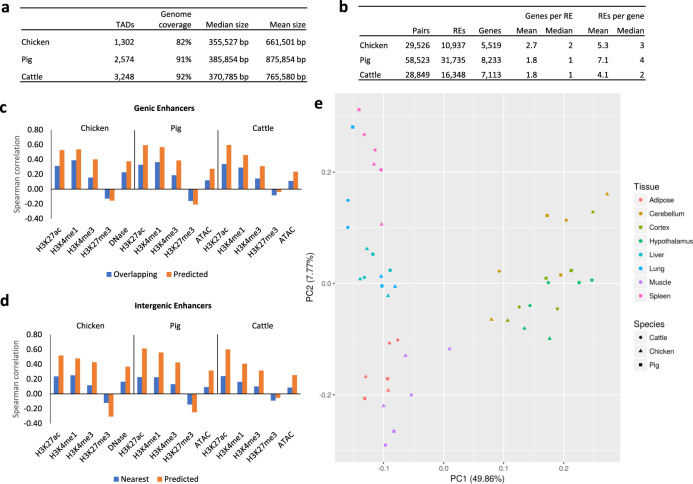
Target gene prediction of regulatory elements. **a** Topologically associated domains (TADs) predicted by CTCF ChIP-seq data. **b** The number of predicted RE–gene pairs, the total number of REs and genes in at least one pair, and the mean and median number of predicted genes per RE and REs per gene. **c** Spearman rank correlation of normalized read depth in each genic RE with the expression of the gene it overlaps (blue bars) and the expression of the genes predicted as targets (orange bars). **d** Spearman rank correlation of normalized read depth in each intergenic RE with the expression of the nearest gene (blue bars) and the expression of the genes predicted as targets (orange bars). **e** Principal component plot of the normalized read depth of H3K27ac of intergenic REs predicted to target genes with one-to-one orthologs across all three species.

We predicted 29,526 RE-gene interactions in chickens (involving 10,937 REs and 5519 genes), 58,523 in pigs (31,735 REs and 8233 genes), and 28,849 in cattle (16,348 REs and 7113 genes, Fig. 4b). Most genic REs were not predicted to target the gene they overlap, with 22.1% in chickens, 35.2% in pig, and 40.4% in cattle predicted to target their overlapping gene. Because REs may have multiple predicted target genes, some genic REs that were predicted to target the gene they overlap were also predicted to target other genes, which would have not been captured with the naïve approach. In total, 92.6% of genic REs in chickens, 82.3% in pigs, and 74.6% in cattle were predicted to target a gene they do not overlap. Similarly with intergenic REs, only 14.9% in chickens, 20.7% in pigs, and 22.6% in cattle were predicted to target their nearest gene and 95.7% in chickens, 89.9% in pigs, and 87.1% in cattle were predicted to target a gene that it was not nearest to. REs in chickens were predicted to interact with more genes per RE on average compared to pigs and cattle. We verified that this was not caused by a small number of outliers with high numbers of target genes by re-calculating the average using only REs with 10 or fewer target genes. These new averages were 2.5 in chickens, 1.8 in pigs, and 1.7 in cattle. In fact, the RE with the highest number of predicted target genes was a pig RE with 33 predicted targets, while the maximum in chickens and cattle is 23 and 22, respectively.This result suggests that chicken REs are more versatile than those of mammals. In fact, the number of RE–gene interactions predicted in chickens and cattle were very similar, despite chickens having about half the total number of REs. Compared to the previous correlations based on the nearest or overlapping gene, the Spearman correlation of gene expression with epigenetic signals of the predicted RE–gene pairs became more positively correlated with all marks, except for the repressive H3K27me3 mark, which became more negatively correlated, despite only H3K27ac being used in the prediction (Fig. 4d). This indicates that our predictions are more accurate than the naïve method of assigning enhancers to their closest gene.

To gain insight into the regulatory pathways predicted by these correlative analyses above, we first clustered REs based on their H3K27ac signal across tissues, which resulted in tissue-specific RE clusters. Next, we performed gene ontology analysis of the genes targeted by the REs in each group. These analyses revealed that REs with tissue-specific activity targeted genes with tissue-specific functions (Supplementary Fig. 7). For most clusters, the enriched GO terms show tissue-specific biological processes matching the tissues with the highest H3K27ac signal in the REs belonging to the cluster. TF motifs enriched in REs that were predicted to target genes with tissue-specific expression found numerous TFs in common across the three domestic animal species (Supplementary Fig. 8). ETS1 and FLI1, for example, were both expressed in spleen and their binding motifs enriched in REs predicted to target spleen-specific genes, suggesting a conserved tissue-specific role for these TFs.

To more directly measure the similarity of gene regulation across species, PCA on the H3K27ac enrichment values at REs predicted to target orthologous genes in each domestic animal species resulted in stronger clustering by tissue than by species in all three RE groups (Fig. 4e; Supplementary Fig. 9a, b). Taken together, these results show that while REs are not highly conserved in their genomic positions, there is tissue-specific conservation of regulatory features across species.

### An annotated data resource for comparative and complex trait analysis

The data generated in this study represents an important resource for comparative analysis as it provides a set of epigenomic assays from the same tissues at the same developmental stage across three species with consistency in the protocols used for sample collection and data generation. As we have shown, these data show high concordance with previously reported data from the human and mouse ENCODE projects, correlate well with gene expression and chromatin accessibility, and show distinct tissue-specific patterns that relate to biologically relevant functions. Therefore, this data can be regarded as a reliable epigenetic resource for these species. This dataset will facilitate further comparative epigenomic analyses, which was previously limited due to sparse epigenomic data available from species other than model organisms, as more epigenomic data is generated by the FAANG Consortium and for species outside the scope of FAANG. For researchers interested in one of the agricultural species represented by these data, the provided resources can be utilized to refine potential causative variants identified from genome-wide association studies (GWAS) for further functional validation.

As an example, 17,201,383 sequence variants associated with various complex traits in dairy cattle via expression QTL scan^54^, variant function prediction^55^, and GWAS were overlapped with the cattle REs identified in this study. The distribution of *p*-values showed a clear skew towards SNPs inside REs having a higher density at lower *p*-values while SNPs outside REs had higher density at higher *p*-values in traits such as milk protein content, milk fat content, and total milk volume (Fig. 5a–c). Categorizing sequence variants by types such as gene expression QTL (geQTL) or metabolite QTL (mQTL) showed that a higher percentage of these SNPs were found in REs compared to variants not in these categories (Fig. 5d). The category with the highest percentage in REs, geQTLs, appeared about 2.5 times more frequently (Fisher exact *p*-value < 0.00001) in REs compared to uncategorized SNPs, supporting the role these REs play in gene regulation. In summary, this analysis further illustrated that REs annotated in the current study can significantly narrow down the search for causative variants responsible for complex traits and fill an important gap in biology by predicting phenotype by genotype.

**Fig. 5:**
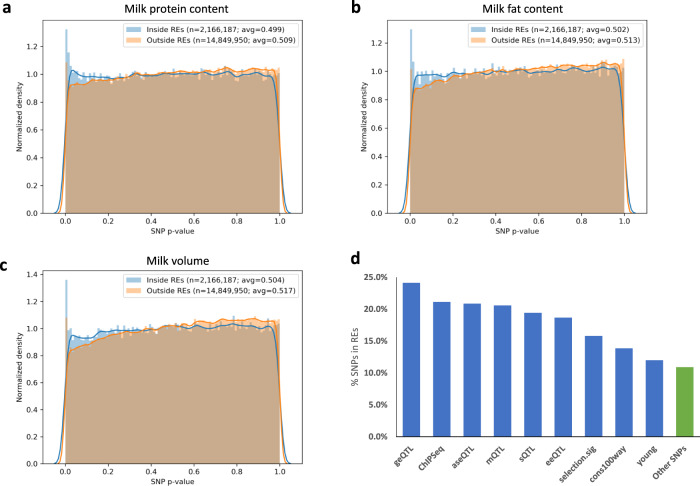
Overlap with dairy cattle GWAS SNPs. **a**–**c** The distribution of *p*-values from GWAS for milk protein content (**a**), milk fat content (**b**), and milk volume (**c**), for SNPs inside and outside of characterized REs in cattle. The *p*-values were calculated by previous studies from which the SNPs were obtained (citations in text). **d** The percentage of SNPs in REs categorized as geQTL (gene expression QTL), ChIPSeq (SNPs in ChIP-seq peaks from previously generated H3K4me3 and H3K27ac data from liver, muscle, and mammary gland), aseQTL (allele-specific expression QTL), mQTL (metabolites QTL), sQTL (splicing QTL), eeQTL (exon expression QTL), selection.sig (selection signature between dairy and beef cattle), cons100way (variants under genomic sites conserved across 100 vertebrate species), young (variants that are recently selected), and other SNPs not placed in any of the previous categories. SNPs may belong to multiple categories.

## Discussion

We report a large-scale analysis comparing the epigenomes, genomes, and transcriptomes of biologically diverse tissues in multiple vertebrates, including birds, and provide a comparative view of the evolutionary properties of the avian and mammalian epigenome. In general, intergenic enhancers had low genomic positional conservation compared to promoters and genic enhancers. Moreover, RE conservation across mammals and birds was independent of evolutionary distance, suggesting a core set of evolutionarily stable REs among vertebrates. Further analysis demonstrated that REs (enhancers and promoters) conserved between mammalian and avian species play essential roles in modulating genes and signaling pathways related to basic metabolic functions.

Furthermore, tissue-specific conservation of TF enrichment and target genes of RE across the vertebrate species (despite the generally low genomic level of conservation) highlight an importantfunctional role of REs in modulating biological processes. Of particular note, the number of genes regulated by each enhancer in the chicken genome were much greater than in the cattle and pig genomes. We speculate that enhancers in chickens are more multi-functional compared to their mammalian counterparts.

Finally, we demonstrated how this data can be utilized to inform studies seeking to link phenotype to genotype, such as by reducing the number of SNPs identified from a GWAS to those more likely to be causative variants. The epigenetic data and functional annotation of REs generated provide a resource for future research in animal agriculture and comparative epigenomic research. As ongoing and future FAANG projects continue, expanding the datasets to more tissues and developmental stages, as well as generating data from female individuals and exploring newer technologies such as single-cell-sequencing assays, the resource presented in this manuscript will be an important baseline upon which to compare these new datasets.

## Methods

### Genetic resources

Animals were euthanized and tissue samples were collected with all necessary permissions granted, following Protocol for Animal Care and Use #18464, approved by the Institutional Animal Care and Use Committee (IACUC), University of California (UC), Davis. The chickens used in this study were male F_1_ crosses of the highly inbred Line 6 and Line 7 from the USDA, ARS, Avian Disease and Oncology Laboratory (ADOL) and were euthanized with CO_2_ under USDA inspection at 20 weeks old. Two castrated male Yorkshire littermate pigs were humanely slaughtered using electrocution in accordance with common practices in slaughterhouses at 6 months old under USDA inspection at Michigan State University. Cattle were slaughtered at UC, Davis using captive bolt under USDA inspection at 14 months old, and were intact male Line 1 Herefords that had the same sire, provided by Fort Keogh Livestock and Range Research Lab^56^. All animals were in a sexually mature adult stage when euthanized. Tissue samples were flash frozen in liquid nitrogen then stored at –80 °C until further assay processing. The tissues analyzed were chosen based on their relevance to important complex traits as well as to represent a wide range of biological functions. Two biological replicates were used per species, for a total of 16 tissue samples per species.

### Library preparation and sequencing

The RNA-seq datasets used in this manuscript has been previously published^56^. The ATAC-seq datasets were generated using a previously published protocol^57^, and is described below.

For isolation and cryopreservation of nuclei, used for DNase-seq and ATAC-seq assays, fresh tissue was minced with razor blade and transferred to gentleMACs C tube containing 10 ml of sucrose buffer, then homogenized using the gentleMACS Dissociator. Homogenate was filtered through a 100 μM Steriflip vacuum filter and DMSO added to a final 10% concentration, then pipette mixed several times and aliquoted into 2 ml cryovials. Samples were stored overnight in −80 °C in freezing container with isopropanol and then moved into storage boxes for long-term storage.

ChIP-seq experiments were performed on frozen tissue using the iDeal ChIP-seq kit for Histones (Diagenode Cat.#C01010059, Denville, NJ) according to the manufacturer’s protocol except for the following changes. 20–30 mg of frozen tissue was powdered using liquid nitrogen in pre-chilled mortar. Cross-linking was performed with 1% formaldehyde which was diluted from 16% methanol-free formaldehyde (Thermo Scientific, Cat.#28906, Waltham, MA) for 8 min and quenched with glycine for 10 min. Nuclei were harvested by centrifugation at 2000×*g* for 5 min and resuspended in iS1 buffer for incubation on ice for 30 min. Chromatin was sheared using the Covaris E220 between 6 and 12 min depending on the tissue. For immunoprecipitation experiments, about 1000 ng of sheared chromatin (estimated from DNA extraction) was used as input after which the kit protocol was followed with 1 μg (histone modifications) or 1.5 μg (CTCF) of antibody. The following antibodies used were from Diagenode: H3K4me3 (in kit), H3K27me3 (#C15410069), H3K27ac (#C15410174), H3K4me1 (#C15410037), and CTCF (#15410210). An input (no antibody) was performed for each sample. NEBNext Ultra DNA library prep kit for Illumina libraries (New England Biolabs #E7645L, Ipswich, MA) was used for library construction, selecting for 150–200 bp (H3K4me3, H3K27ac, CTCF) or 200–400 bp (H3K27me3, H3K4me1) insert fragment sizes using Ampure beads (Beckman Coulter #A63881). Libraries were sequenced on Illumina’s HiSeq 4000 with single-end 50 bp reads. A detailed protocol used to prepare the ChIP-seq libraries can be found at ftp://ftp.faang.ebi.ac.uk/ftp/protocols/assays/UCD_SOP_ChIP-Seq_Animal_tissue_20161101.pdf.

DNase-seq datasets were generated by the Stamatoyannopoulos’ Lab at University of Washington using a previously published protocol^58^. Briefly, cryopreserved nuclei were slowly defrosted on ice, pelleted at 500 × *g*, and resuspended in 37 °C DNase I digestion buffer (13.5 mM Tris–HCl pH 8.0, 87 mM NaCl, 54 mM KCl, 6 mM CaCl_2_, 0.9 mM EDTA, 0.45 mM EGTA, 0.45 mM spermidine). After a 3 min incubation, the reaction was stopped with 2× stop buffer (50 mM Tris–HCl pH 8.0, 100 mM NaCl, 0.1% SDS, 100 mM EDTA pH 8.0, 1 mM spermidine, 0.3 mM spermine). Samples were treated with RNase for 1 h at 37 °C, then an additional hour at 55 °C with proteinase K. DNA fragments were isolated, libraries prepared, and sequenced on Illumina’s Hiseq 2500 with 50 bp paired-end sequencing.

For ATAC-seq, cryopreserved nuclei prepared from fresh tissue (as described above) were slowly thawed on ice, centrifuged for 5 min at 500 rcf, and resuspended in cold PBS. Nuclei were then washed once with cold ATAC-seq cell lysis buffer and resuspended with cold PBS for counting on a hemocytometer. Approximately 200K cryopreserved nuclei were centrifuged, supernatant aspirated, then treated with 50 μl transposition mix (25 μl TD buffer, 2.5 μl TDE1, 22.5 μl ddH_2_O) for 1 h at 37 °C and 500 rcf. DNA was purified using the MinElute PCR purification kit (Qiagen, #28004, Germantown, MD) and diluted with 10 μl EB buffer. DNA was amplified with primers whose detailed descriptions are found in Buenrostro et al. (2013)^30^. Libraries were purified using the MinElute PCR purification kit and run on Agilent Bioanalyzer (Agilent, Santa Clara, CA) for quality traces. Size-selection on libraries for 150–250 bp fragments was performed on PippinHT system (Sage Science, Beverly, MA). Libraries were sequenced on Illumina’s NextSeq with PE 40bp reads.

### Genomes and annotations

Across all analyses, the GalGal6 genome and Ensembl version 99 annotation was used for chickens, the Sscrofa11.1 genome and Ensembl version 99 annotation for pigs, and ARS-UCD1.2 genome and Ensembl version 99 annotation used for cattle.

### Processing of high-throughput sequencing data

RNA-seq reads were trimmed with Trim Galore! 0.4.5 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) using default parameters, then aligned with STAR^59^ 2.5.4a (--outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --alignIntronMin 20) to the respective genome. Alignments with an alignment MAPQ score <30 were filtered using SAMtools^60^ 1.10. Gene counts were determined using htseq-count^61^ 0.11.1, and then TMM normalization was performed with EdgeR^62^. 

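The TMM factors separated tissues more than replicates. They averaged 0.392 ± 0.00873 (SD, n = 2) in chicken liver, 0.429 ± 0.00399 (SD, n = 2) in pig liver and 0.586 ± 0.00389 (SD, n = 2) in cattle liver. The factors of muscle were also low, at 0.455, 0.554 and 0.506, while lung reached 1.43, 1.53 and 1.45. In chickens, liver and muscle were the tissues in which few genes took many reads. The 10 genes with the most reads held 39.5% ± 1.11 (SD, n = 2) of the counts in chicken liver and 33.2% ± 2.32 (SD, n = 2) in chicken muscle, but 7.04% ± 0.719 (SD, n = 2) in chicken lung. In chicken liver a single gene held 18.6% of the counts. In pigs the share of the 10 genes did not set muscle (25.7% ± 1.17, SD, n = 2) apart from cortex (25.0% ± 5.72, SD, n = 2), whose factor was 1.12. Cattle hypothalamus held 22.5% ± 0.940 (SD, n = 2) at a factor of 1.11, and cattle muscle 24.8% ± 0.715 (SD, n = 2). Without the factors, at library size only, the number of expressed genes per species moved little, to 15810 in chickens, 16229 in pigs and 17191 in cattle. The number in single libraries moved more, and in both directions. It fell from 11279 to 9891 in chicken liver A and from 11999 to 10586 in pig liver P350. In chicken lung A it rose from 12187 to 12789.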

Genes with a TMM-normalized counts per million (CPM) equal to or above 1 were considered expressed. Genes were considered to have tissue-specific expression if they were expressed at least 4-fold higher than all other tissues.

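Applied to the mean TMM CPM of 6 tissue groups, with the 6 libraries of cerebellum, cortex and hypothalamus averaged as brain and a CPM of at least 1 required, the 4-fold rule selected 3960 genes in chickens, 3755 in pigs and 3927 in cattle, or 25.5%, 23.4% and 23.1% of the expressed genes. Brain held the most in each species, with 1523, 1486 and 1505 genes, and liver had 737, 1034 and 844. Muscle had 720, 482 and 662 genes, and in chickens it passed liver with DESeq2 size factors (769 and 751) and with either adipose library, either liver library or muscle B left out. Spleen had 459, 285 and 449, lung 293, 323 and 259, and adipose 228, 145 and 208. The lead of brain depended on pooling cerebellum, cortex and hypothalamus. With 8 single tissues, liver had 704, 973 and 802 genes, more than these brain tissues together. A gene selected by the ratio of means need not differ by more than the spread between replicates. Of the selected genes, 89.6% in chickens, 89.9% in pigs and 86.5% in cattle were also higher in their tissue than in each other group by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of 0.05. That share was 97.3%, 97.6% and 94.3% in liver, but 70.6%, 69.0% and 60.1% in adipose and 54.1% in cattle lung. The selected genes took up 51.2% of the liver reads in chickens, 64.5% in pigs and 54.3% in cattle, and 4.76%, 4.23% and 3.04% of the lung reads. Dropping the minimum CPM moved the totals most, to 7019, 5989 and 6523 genes.

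**Figure D3:**
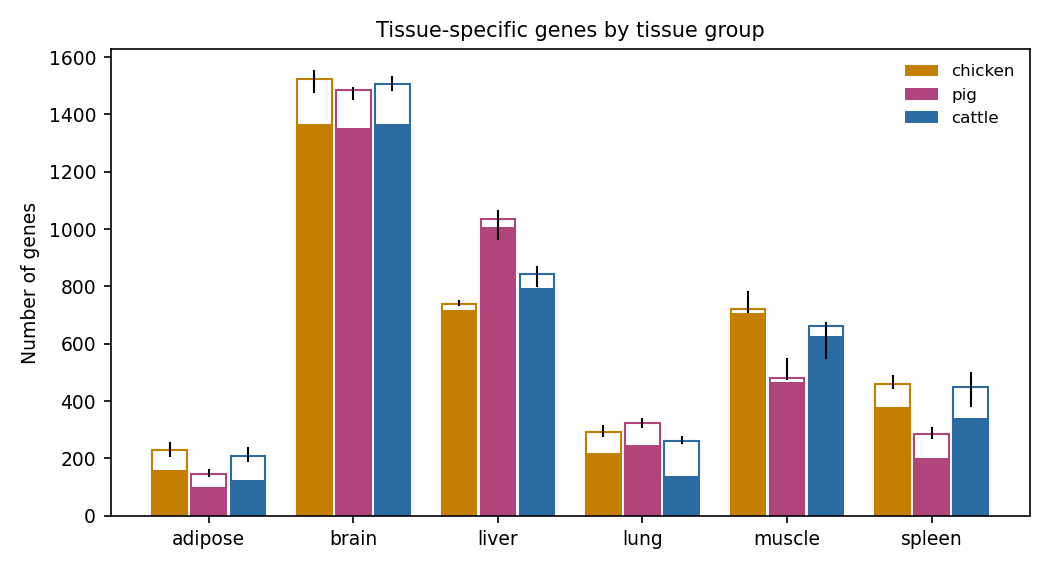
Number of genes at least 4-fold higher in each tissue group than in every other group, by species. Open bars are all such genes, filled bars those that also pass the quasi-likelihood test, and black lines the range with each library left out in turn, from 208 to 252 genes in chicken adipose.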

For broad marks (DNase-seq, ATAC-seq, and H3K27me3), a depth of 40 million aligned and filtered reads was targeted, while for the narrow marks, the target was 20 million. ChIP-seq reads were trimmed with Trim Galore! 0.4.5 using default parameters, then aligned using BWA^63^ 0.7.17 with the “mem” alignment mode and default parameters. Alignments with a MAPQ score <30 were filtered using SAMtools 1.10, and then duplicates were marked and removed using the Picard toolkit^64^ 2.18.17. Various quality metrics were calculated and are summarized in Supplementary Table 1, with detailed per-library statistics in Supplementary Files 1 and 2. The non-redundant fraction (NRF) is the ratio of reads after de-duplication to reads before. PCR bottleneck coefficient 1 (PBC1) is the ratio of genomic locations with exactly 1 mapped read to the total number of genomic locations with mapped reads. PBC2 is similar to PBC1, however, the denominator of the ratio is the number of genomic locations with 2 mapped reads. By ENCODE standards, an NRF in the range of 0.5–0.8 is “acceptable”, a PBC1 in the same range indicates “moderate bottlenecking”, and a PBC2 between 3 and 10 is labeled “mild bottlenecking”. The normalized strand coefficient (NSC) and relative strand coefficient (RSC) were calculated using SPP^65^ to estimate enrichment of the ChIP signal, where an NSC >1.1 and an RSC >1 indicate acceptable enrichment. The Jensen–Shannon distance (JSD) was calculated between the ChIP and input libraries using DeepTools^66^ 3.3.0, providing a measure of enrichment that includes the input data, which NSC and RSC do not. The inclusion of the input read alignments in the JSD metric made it a more robust metric in discerning good data from bad by showing greater correlation with the number of peaks called and the fraction of reads in peaks (FRiP), as well as visual inspection of the data on a genome browser. FRiP measures the percentage of reads aligned to peak regions called by MACS2^67^ 2.1.1 and was determined using DeepTools 3.3.0. Peaks were called with a *q*-value cutoff of 0.01 for H3K4me3, H3K27ac, H3K4me1, and CTCF. H3K27me3, ATAC-seq, and DNase-seq peaks were called in broad mark mode with a *q*-value cutoff of 0.05. To determine regions of chromatin accessibility, peaks were called with the same parameters used to determine FRiP, but with DNase-seq and ATAC-seq using the combined alignments from both replicates.

The clustering of ChIP-seq and chromatin accessibility data was done using DeepTools 3.3.0 to get a normalized read count in 1000 bp bins across the genome, then doing hierarchical clustering with Pearson correlation as the distance metric. ChIP-seq reads were not normalized by the input reads for this clustering, and reads were extended to 200 bp. 

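The differences between tissues were tested gene by gene against the spread between replicates. In edgeR's quasi-likelihood F-test over all tissues of a species, 16871 of 17691 genes tested differed among tissues in chickens, 16407 of 17170 in pigs and 16832 of 18339 in cattle, at a Benjamini-Hochberg adjusted p of 0.05. The common biological coefficient of variation between replicates was 0.297, 0.285 and 0.299. Many of these differences were large, since 61.2% of the called genes in chickens, 69.8% in pigs and 60.2% in cattle spanned more than 4-fold between their highest and lowest tissue mean on the CPM + 1 scale. Of the other tests and settings on all 16 libraries, DESeq2's likelihood-ratio test moved the counts most in chickens and pigs, to 16381 and 16160 genes, while leaving out pig liver P350 gave 16100.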

The reproducibility of the RNA-seq data was similarly verified by PCA of gene expression values within each species (Supplementary Fig. 5a) and of the expression values of 11,317 one-to-one orthologs across all three species (Supplementary Fig. 5b). Principal component (PC) 1 separated chicken from the cattle and pig, with cattle and pig samples clustering more closely by tissue than by species. A plot of PC2 and PC3 showed clustering by tissue across all species (Supplementary Fig. 5b).

### Annotation of active regulatory regions

ChromHMM^32^ 1.19 was used to train a chromatin state prediction model incorporating all ChIP-seq data from all marks, tissues, and species. Because DNase-seq data was generated for chickens while ATAC-seq data was generated for cattle and pigs, these data sets were not used in the chromatin state model. Multiple models were trained with varying numbers of states and the final 14-state model was selected to have the maximum number of states with distinct ChIP-seq mark combinations. No other parameters were changed from their defaults. We used chromatin state labels that resembled those used for the chromatin state models created by the ENCODE projects^4,5^ and assigned them to states based on their combination of histone modifications and enrichment around the TSS (Fig. 1a), as well as their enrichment at various genomic elements, conserved elements, and open chromatin regions (Fig. 1b).

To consolidate and annotate the REs in each of the domestic animal genomes, we first identified all active regions for each tissue by merging consecutive regions predicted as chromatin states associated with activity (states 1–6, 8, 9, and 11) and then combined them across tissues using BEDTools^68^ 2.27.1. This step helped to avoid technical issues when comparing chromatin states across tissues, such as a broader H3K27ac peak than H3K4me3 at a TSS resulting in small regions of enhancer-associated states within promoters. The REs from individual tissues that were merged to form each combined RE were used to determine its tissue activity. REs active in only a single tissue were considered tissue-specific. The active REs were then classified into groups based on their genomic location relative to annotated coding genes in the genome. Regions within 2 kb of the TSS of an annotated protein-coding transcript were classified as “TSS Proximal REs”. Regions overlapping a gene body, but not within 2 kb of a TSS, were classified as “genic REs,” and the remaining regions were classified as “intergenic REs”. Regions that were within 2 kb of a non-coding transcript TSS or an unannotated TSS detected from RNA-seq data (from a previous analysis of the data^56^) were excluded from these groups.

The enrichment of the four histone modifications and chromatin accessibility within each RE group was done with DeepTools 3.3.0 computeMatrix with parameters “reference-point –referencePoint center -a 3000 -b 3000”.

### Conservation of REs

Human and mouse ENCODE data for the same tissues and developmental stages were downloaded from the ENCODE Consortium and were used to perform chromatin state annotation and identify REs using the same pipeline used to process the chicken, cattle, and pig data. The GRCh38 and GRCm38 genome assemblies were used with Ensembl Annotation version 99 for both. Coordinates were mapped between genomes using Ensembl Compara’s amniota vertebrate multiple sequence alignment. The evolutionary distances shown in Fig. 2a were obtained from TimeTree^69^. A regulatory element was considered conserved if its mapped coordinates overlapped with a regulatory element in another species by at least 1 bp. DAVID^70^ 6.8 was used to determine enriched KEGG^42^ pathways.

### Transcription factor footprinting

To identify transcription factor footprints, the HINT tool from the Regulatory Genomics Toolbox 0.12.3 was used with –atac-seq for ATAC-seq data and –dnase-seq –bias-correction for DNase-seq data, which can identify footprints from both DNase-seq^71^ and ATAC-seq^72^ data. DNase-seq data in chickens generated 338,547 distinct footprints across all tissues, including 32,929 containing the CTCF-binding motif. Furthermore, ChIP-seq for CTCF validated 93% of these footprints. On the other hand, ATAC-seq data in pigs and cattle generated 4,976,047 and 4,345,973 in pigs and cattle, respectively, with 45% of 89,245 CTCF footprints in pigs and 43% of 70,171 CTCF footprints in cattle validated by CTCF ChIP-seq. The difference in the number of footprints identified in mammals compared to chickens, as well as the difference in the agreement of CTCF occupied footprints with ChIP-seq, was due to a disparity in the two open chromatin assays used, rather than a biological difference between mammals and avian, as confirmed by ATAC-seq performed on the same chicken lung tissue that was used to generate the DNase-seq data for chicken lung^57^ (94,376 DNase-seq footprints, 92% of 5888 CTCF footprints validated by a CTCF ChIP-seq peak; 797,042 ATAC-seq footprints, 52% of 5307 CTCF footprints with a ChIP-seq peak).

Enrichment of transcription factor motifs in footprints was done by adding a 10 bp flanking region on each side of the footprint and then using HOMER^44^ 4.10 with default arguments with the exception that the given region sizes were used (default is to use 200 bp windows centered on the middle each region) and the known vertebrate motif database provided with the HOMER software was used in place of the default motif database.

### Prediction of target genes

To remove genes with low variance in expression, the ratio of the maximum expression across samples to the minimum expression was compared to a cut-off threshold. A threshold of 6 was chosen because it removed ~3800 genes from the analysis, which is the number of housekeeping genes identified in humans by a previous study^73^. 

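Among expressed genes, the highest CPM over the 16 libraries was less than 6 times the lowest for 3845 genes in chickens (24.8% of the expressed genes), 3477 in pigs (21.6%) and 5220 in cattle (30.7%). Left for the analysis were 11686, 12604 and 11800 genes. A gene at 0 in any library has no finite ratio and was kept, which applied to 2557, 2920 and 3210 expressed genes. Of the genes under the ratio, 87.1% in chickens, 86.1% in pigs and 83.7% in cattle had a mean CPM of at least 10. They shared only 278, 279 and 557 genes with those whose variance was under 6. Leaving out each library in turn gave 3850 to 4105 genes in chickens, 3469 to 3900 in pigs and 5242 to 5581 in cattle. Adding 1 to the highest and lowest CPM changed the number by the most genes in each species, to 6406 in chickens, 5728 in pigs and 7788 in cattle, although the limit on the variance changed it by the larger ratio in cattle.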

The same threshold was used to remove distal REs with low variance in their level of enrichment from the analysis.

TADs in each species were predicted using pooled CTCF ChIP-seq data from all tissues, as previous studies have suggested that while chromatin interactions within TADs may differ across cell types, the TAD boundaries themselves are stable across tissues^74^ and even species^75,76^. TADs were predicted from CTCF ChIP-seq peaks using the method in Oti et al. ^77^. Briefly, the CTCF peaks from all tissues were merged, then FIMO^78^ was used to identify peaks containing the CTCF-binding motif. The directionality of the motif within peaks was used to match corresponding boundaries of DNA loops. Nested and overlapping loops were then merged to form the predicted TADs.

To predict RE–gene pairs, the Spearman rank correlation of every possible combination of regulatory element H3K27ac signal and gene expression value within each TAD was calculated. The gene expression value used was the TMM-normalized CPM described previously, and the H3K27ac signal was calculated by TMM-normalizing the number of H3K27ac reads aligning to each RE using the same method to normalize gene expression values. Benjamini–Hochberg adjustment was used to adjust the *p*-values for multiple testing, and adjusted *p*-values < 0.05 were considered indicative of putative interacting pairs.

### Overlap analysis of REs with SNPs from dairy cattle GWAS study

Imputed sequence variants obtained from GWAS on dairy cattle traits from a previous study were mapped from the UMD-3.1 version of the cattle genome to the UCD-ARS1.2 version used in this paper using the UCSC liftOver tool^79^ with default parameters. SNPs were then checked for their presence within REs using BEDTools^68^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

Raw sequencing data and processed data has been deposited in the Gene Expression Omnibus (GEO) and is available under accession GSE158430. Accession numbers for ENCODE and Roadmap datasets used are given as Supplementary Data 3. Aligned and filtered reads, peak calls, chromatin state predictions, and identified regulatory elements are available at http://farm.cse.ucdavis.edu/~ckern/Nature_Communications_2020/. Source data are provided with this paper. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Functional annotations of three domestic animal genomes provide vital resources for comparative and agricultural research
**Source:** Nat Commun. 2021 Mar 23;12:1821. doi: 10.1038/s41467-021-22100-8
**Supplement:** Supplementary file 1 — Supplementary Information

Functional annotations of three domestic animal genomes provide vital resources for comparative and agricultural research

Supplementary Table 1. **Depth of sequencing and quality of data.** Sequencing and quality metrics data for five ChIP-seq marks (H3K4me3, H3K4me1, H3K27ac, H3K27me3, CTCF) and chromatin accessibility assay (DNase-seq on chicken samples, ATAC-seq on pig and cattle samples). See Methods for definitions and descriptions of the quality metrics used.

|                                                  | Chicken       | Pig           | Cattle        |
|--------------------------------------------------|---------------|---------------|---------------|
| Total ChIP-seq reads generated                   | 5,021,232,911 | 4,281,659,559 | 6,813,035,002 |
| Chromatin accessibility reads                    | 805,274,643   | 1,038,779,370 | 1,190,252,653 |
| Average ChIP-seq reads per sample                | 62,765,411    | 53,520,744    | 85,162,938    |
| Average chromatin accessibility reads per sample | 67,500,862    | 64,923,711    | 79,350,177    |
| Average NRF                                      | 0.73 ± 0.14   | 0.78 ± 0.07   | 0.66 ± 0.17   |
| Average PBC1                                     | 0.74 ± 0.15   | 0.79 ± 0.07   | 0.68 ± 0.15   |
| Average PBC2                                     | 5.18 ± 2.55   | 5.29 ± 1.71   | 4.09 ± 1.67   |
| Average NSC                                      | 1.18 ± 0.20   | 1.28 ± 0.32   | 1.34 ± 0.41   |
| Average RSC                                      | 2.24 ± 1.97   | 1.39 ± 0.41   | 2.59 ± 1.86   |
| Average JSD                                      | 0.22 ± 0.14   | 0.24 ± 0.13   | 0.16 ± 0.13   |
| Average FRiP                                     | 0.31 ± 0.16   | 0.28 ± 0.14   | 0.18 ± 0.13   |

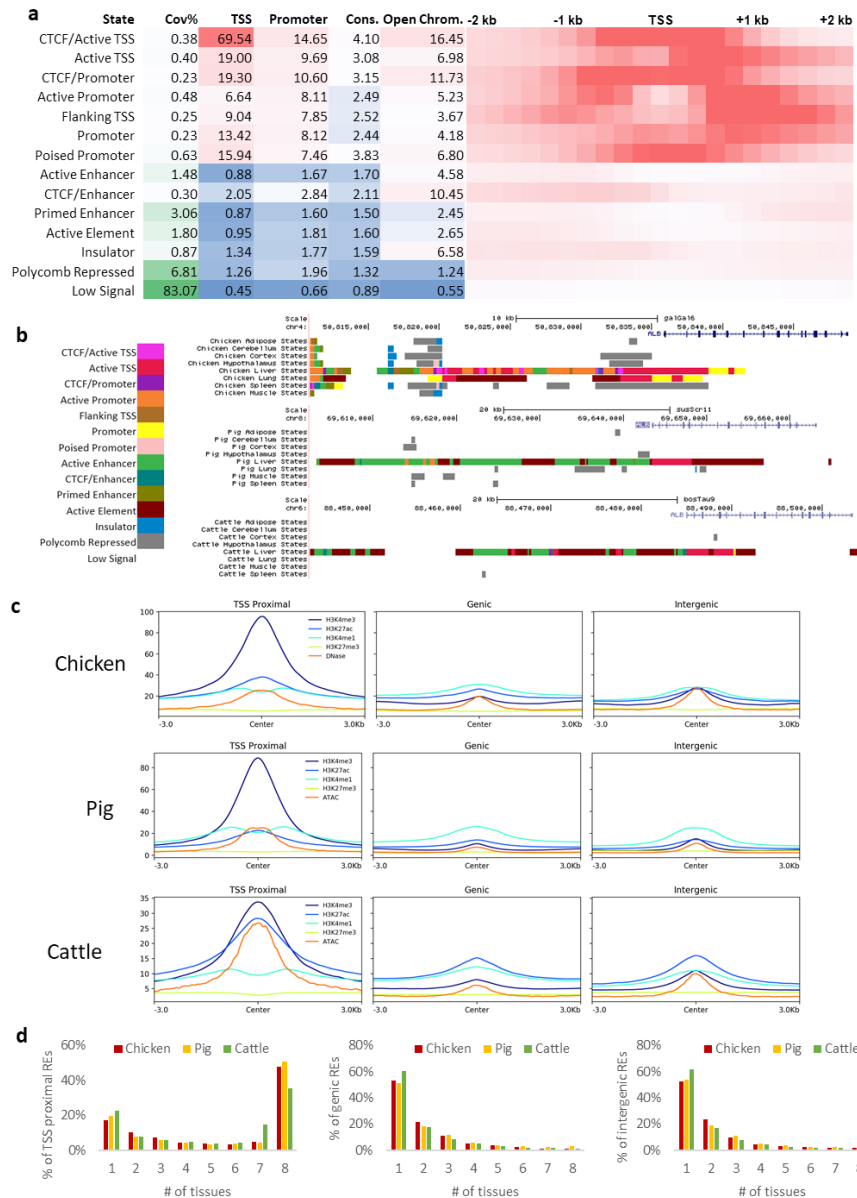

**Supplementary Figure 1. Active regulatory regions.** **a** For each state, averaged across species and tissues, the genome coverage, enrichment at TSS, promoter regions (defined as 2 kb upstream of TSS), conserved elements, open chromatin regions, and the enrichment in 4 kb windows centered on each annotated TSS (right). **b** Chromatin state predictions at the albumin (ALB) locus, which is highly expressed in liver. **c** Average enrichment of histone modifications and chromatin accessibility in regulatory elements. **d** The percentage of regulatory elements active in different numbers of tissues.

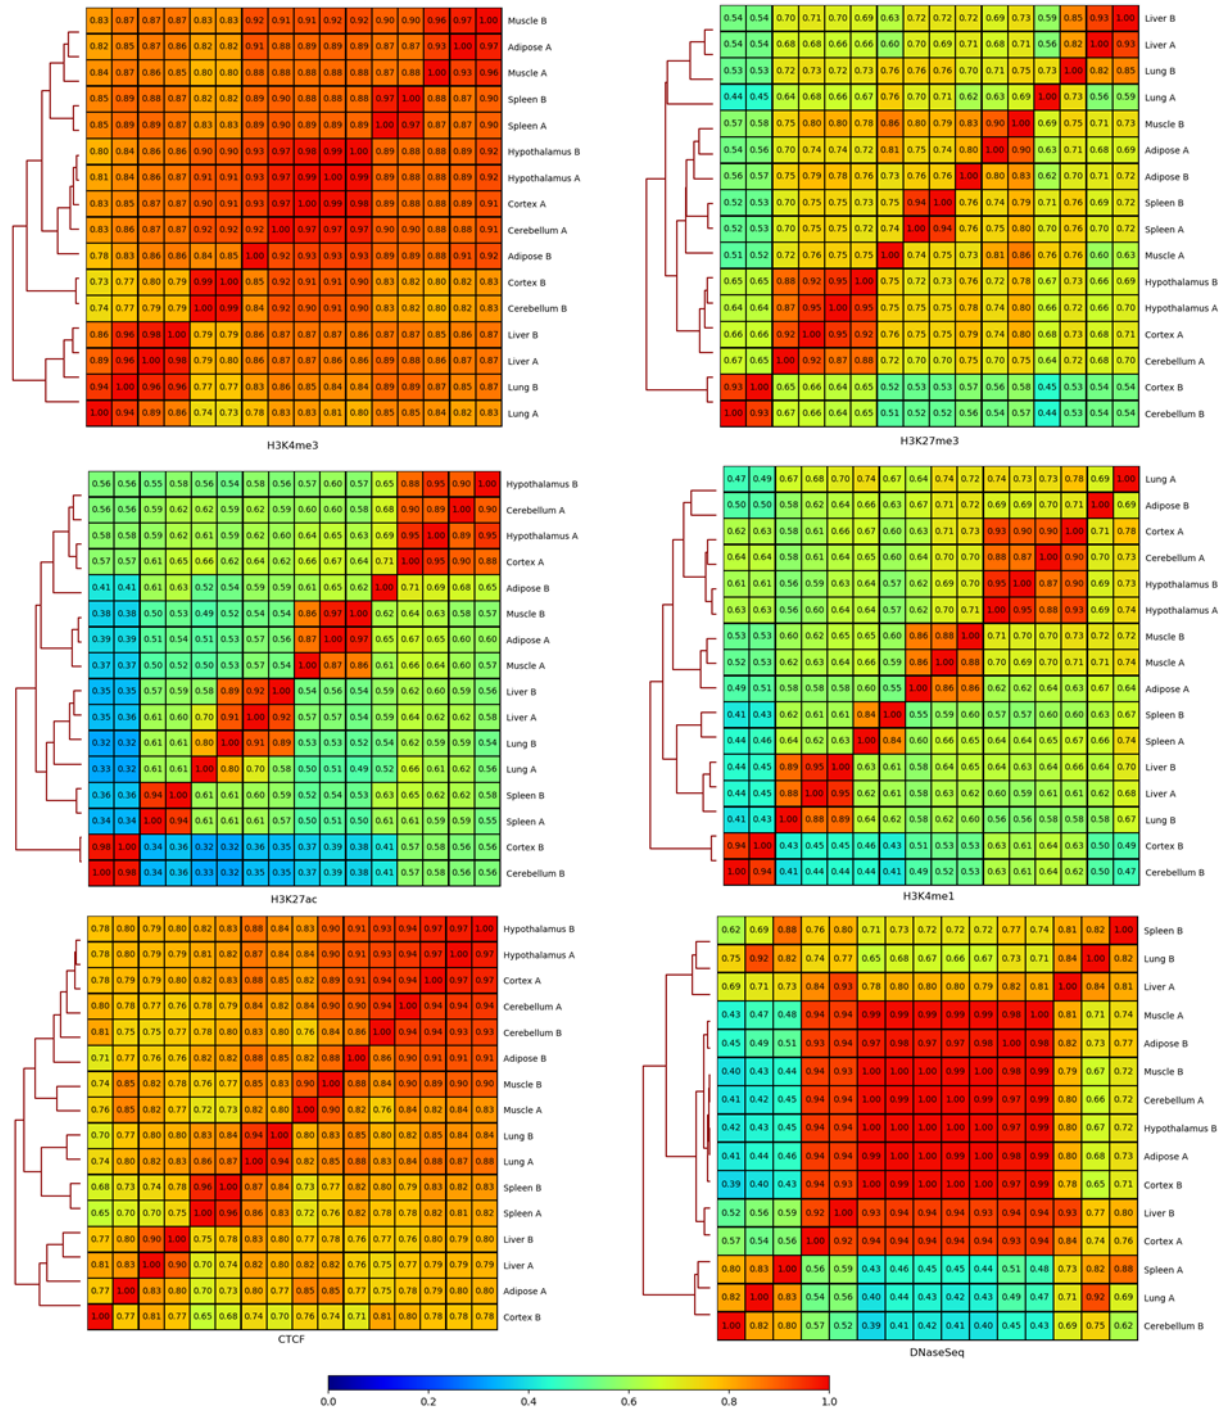

18 **Supplementary Figure 2. Hierarchical clustering of chicken data.** Hierarchical clustering of  
 19 the five ChIP-seq marks and DNase-seq based on the Pearson correlation of read depth  
 20 distribution across the genome.

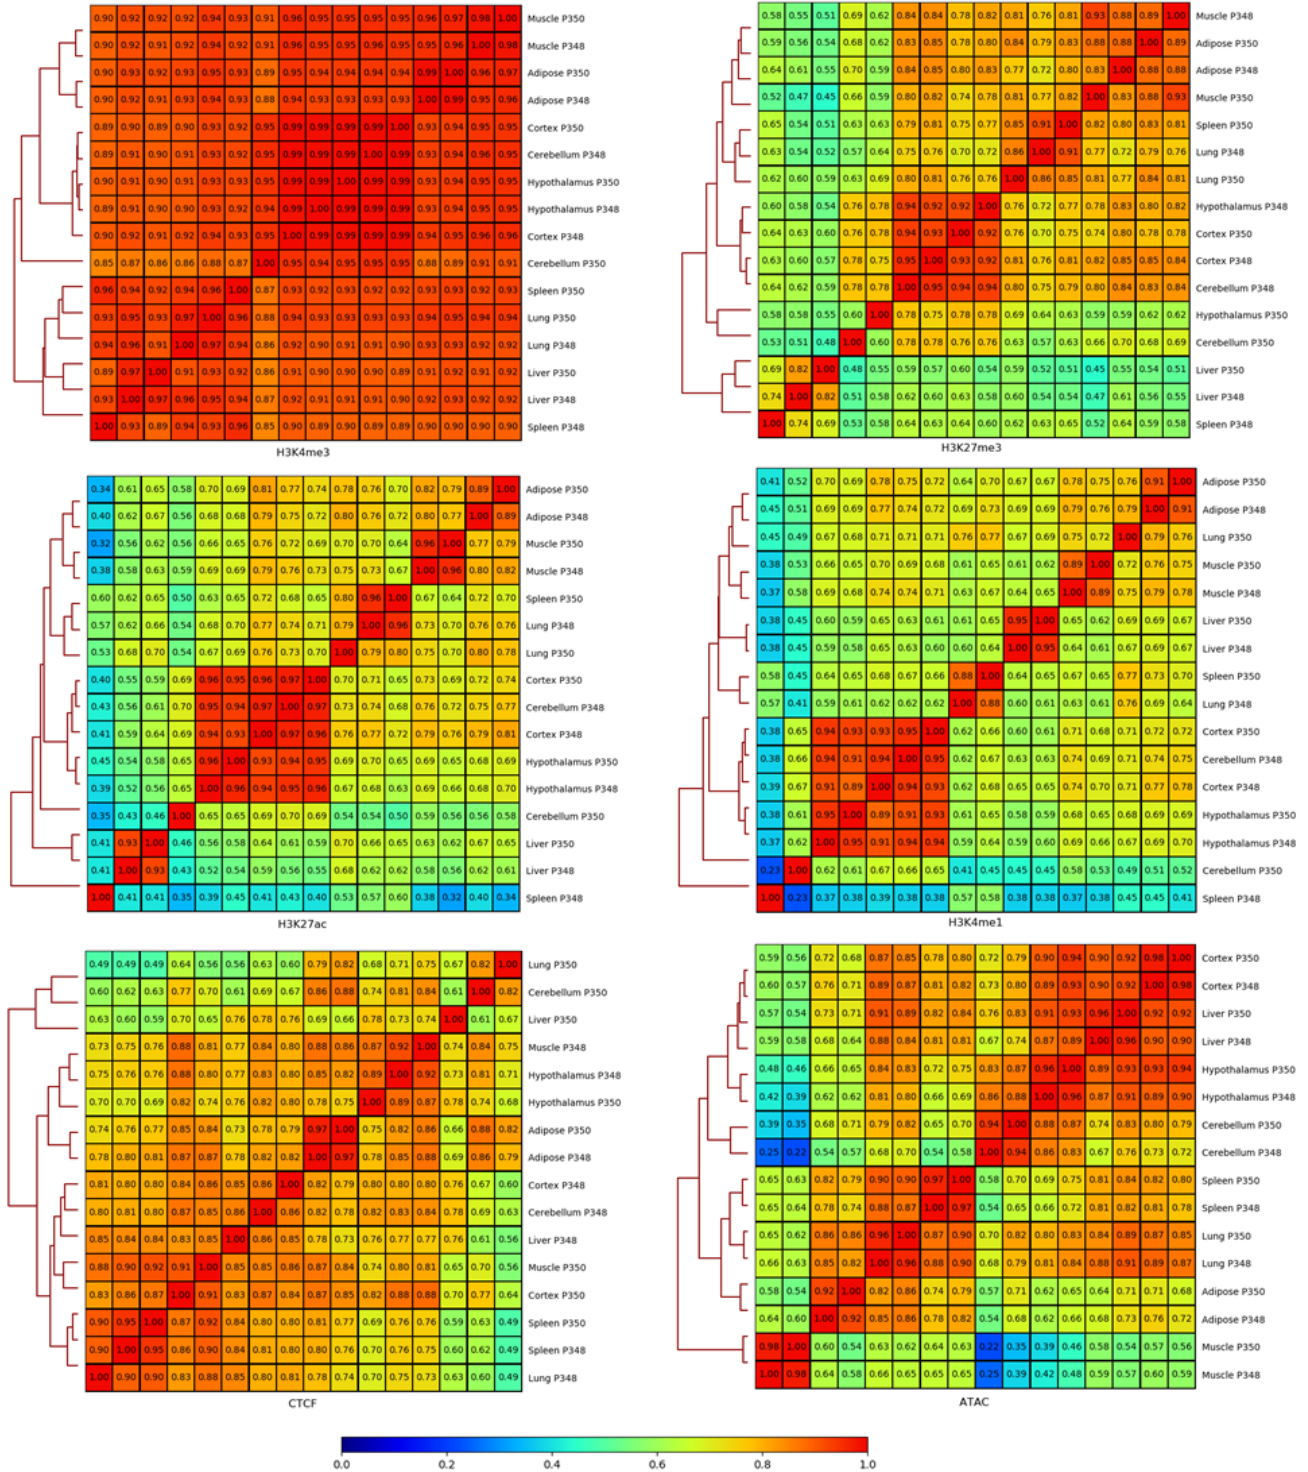

21

22 **Supplementary Figure 3. Hierarchical clustering of pig data.** Hierarchical clustering of the five

23 ChIP-seq marks and ATAC-seq based on the Pearson correlation of read depth distribution

24 across the genome.

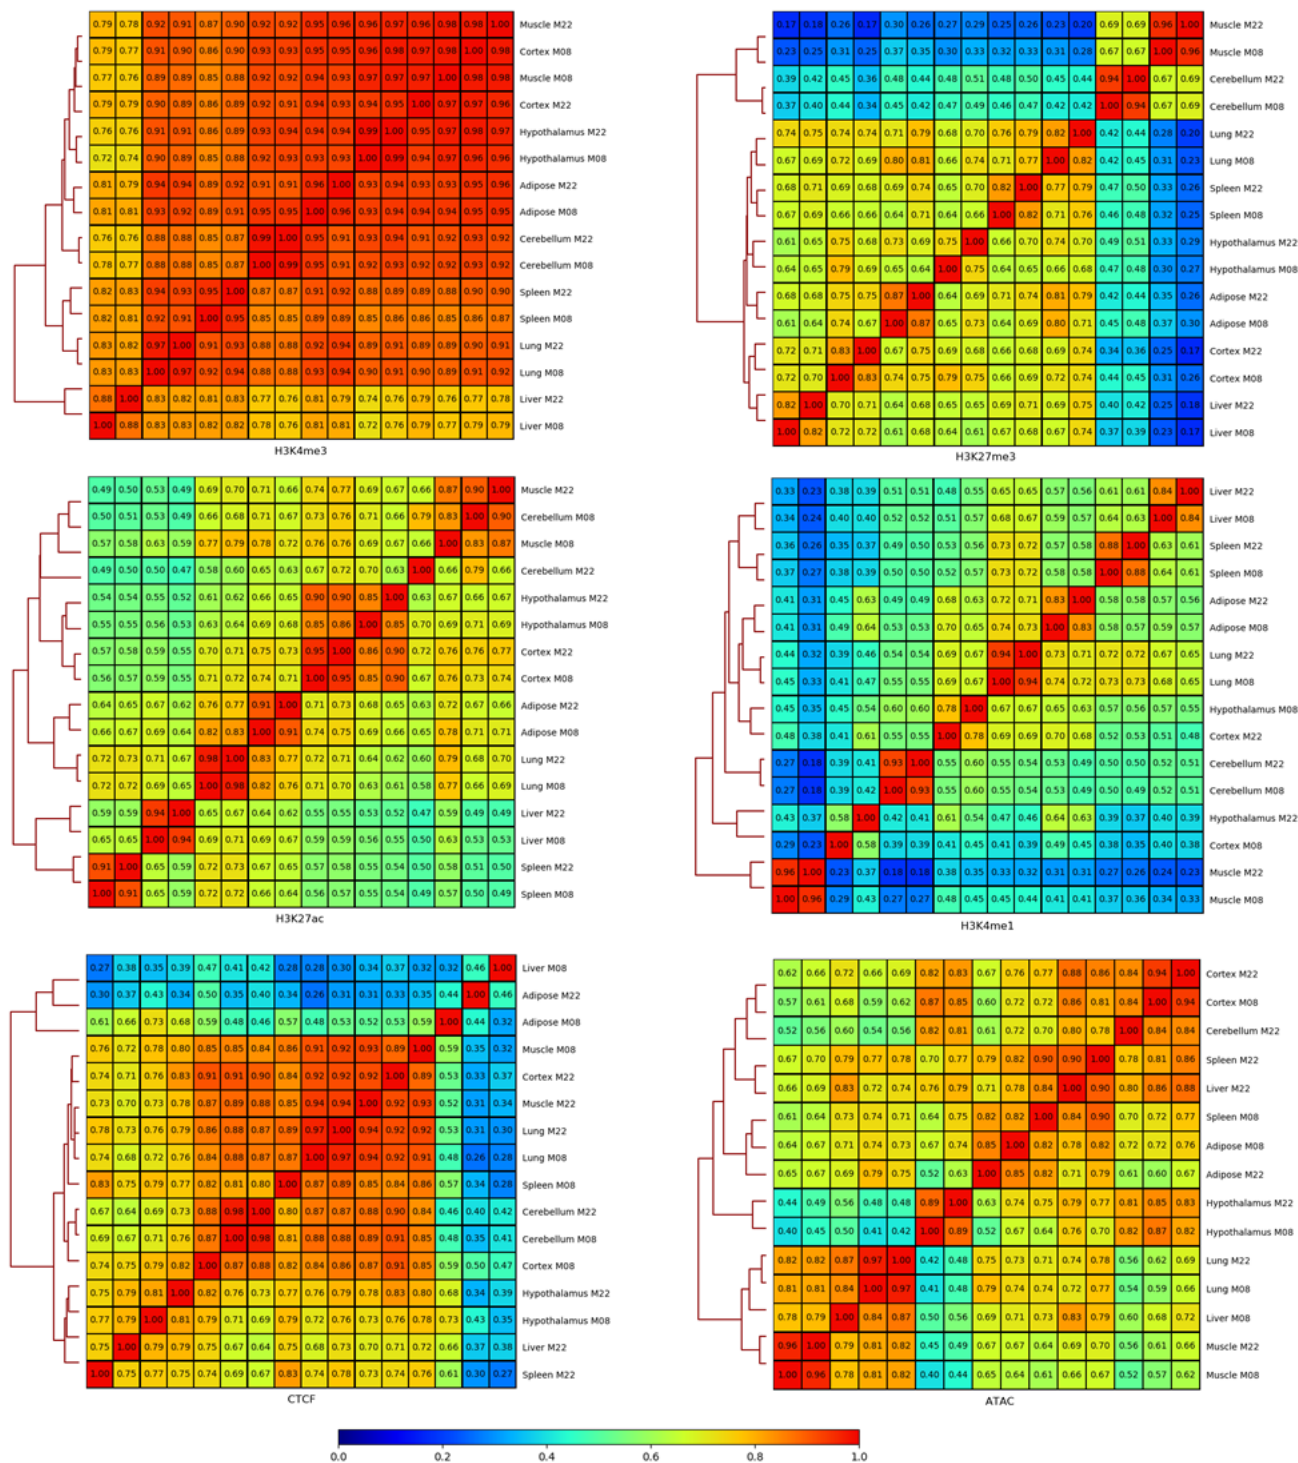

25

26 **Supplementary Figure 4. Hierarchical clustering of cattle data.** Hierarchical clustering of the  
 27 five ChIP-seq marks and ATAC-seq based on the Pearson correlation of read depth distribution  
 28 across the genome.

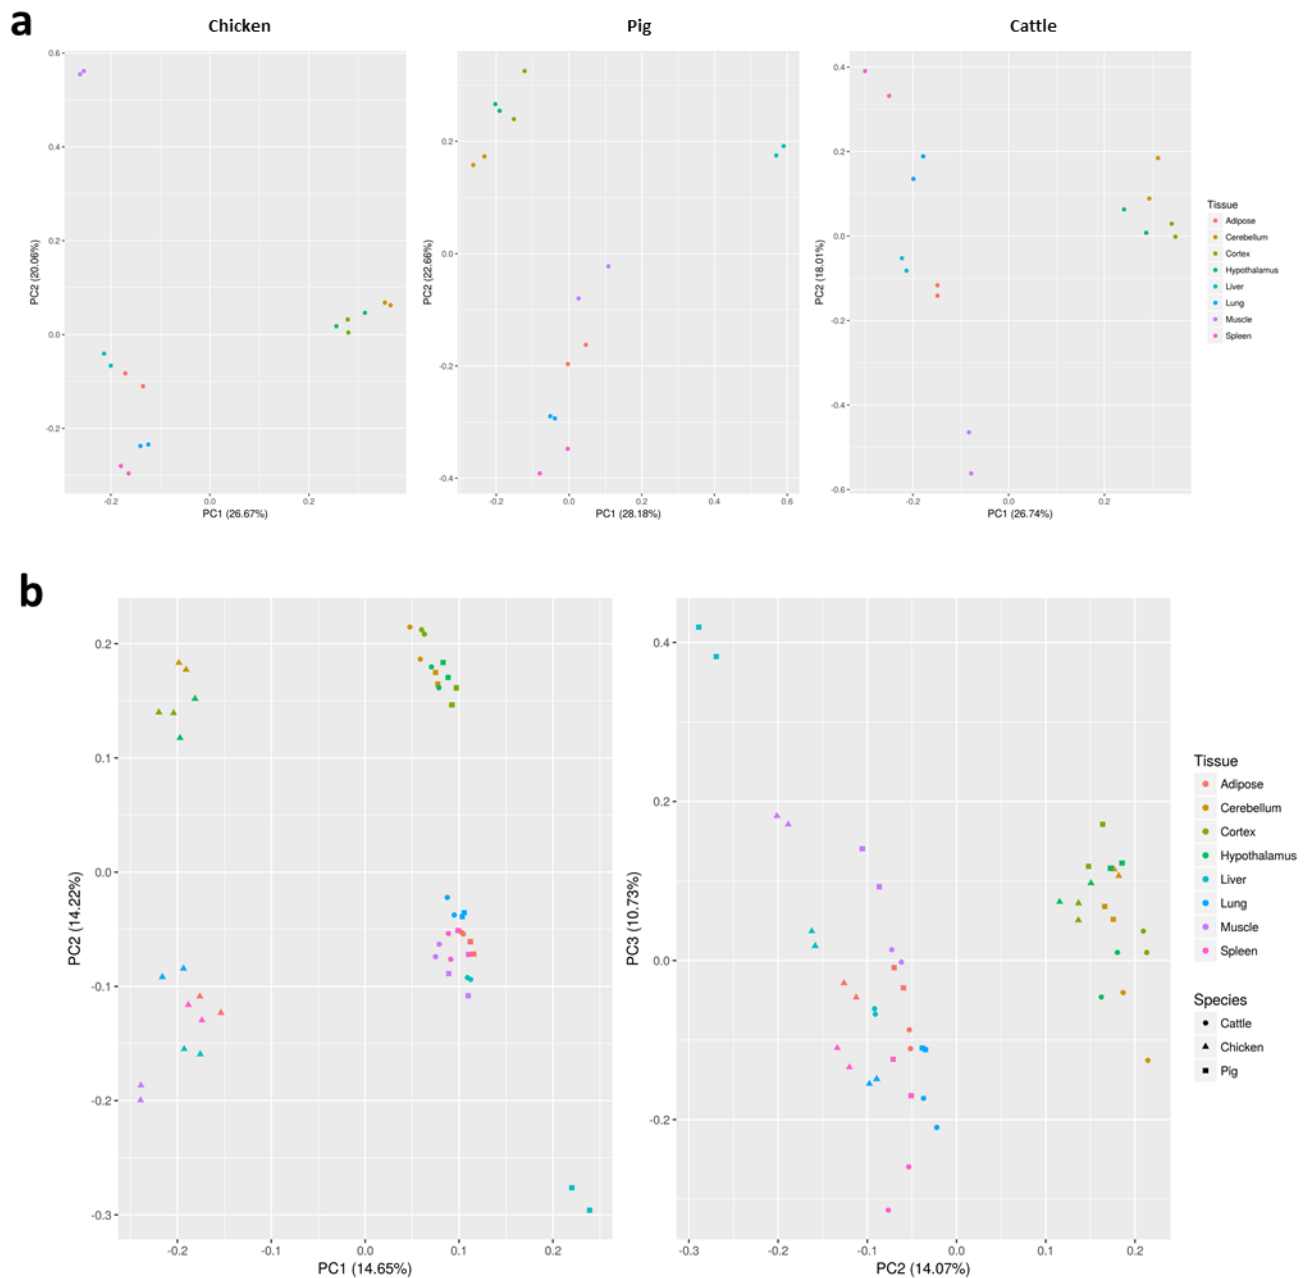

29

30 Supplementary Figure 5. **Principal component analysis of gene expression.** **a** Principal  
 31 component plot of TMM-normalized RNA-seq counts of all annotated genes in chickens (left),  
 32 pigs (middle), and cattle (right). **b** Principal component plot of TMM-normalized RNA-seq counts  
 33 of all one-to-one orthologs across the three species, plotting PC1 vs. PC2 (left) and PC2 vs.  
 34 PC3 (right).

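Scaled to unit variance per gene and not logged, the TMM CPM of all genes with any variance gave a first component holding 24.3% of the variance in chickens, 24.8% in pigs and 23.8% in cattle, and a second holding 17.5%, 20.7% and 16.3%. Without logging or scaling, the first component rose to 72.3%, 73.8% and 54.6%. With log2(CPM + 1) and scaling it held 27.3%, 28.2% and 27.9%.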

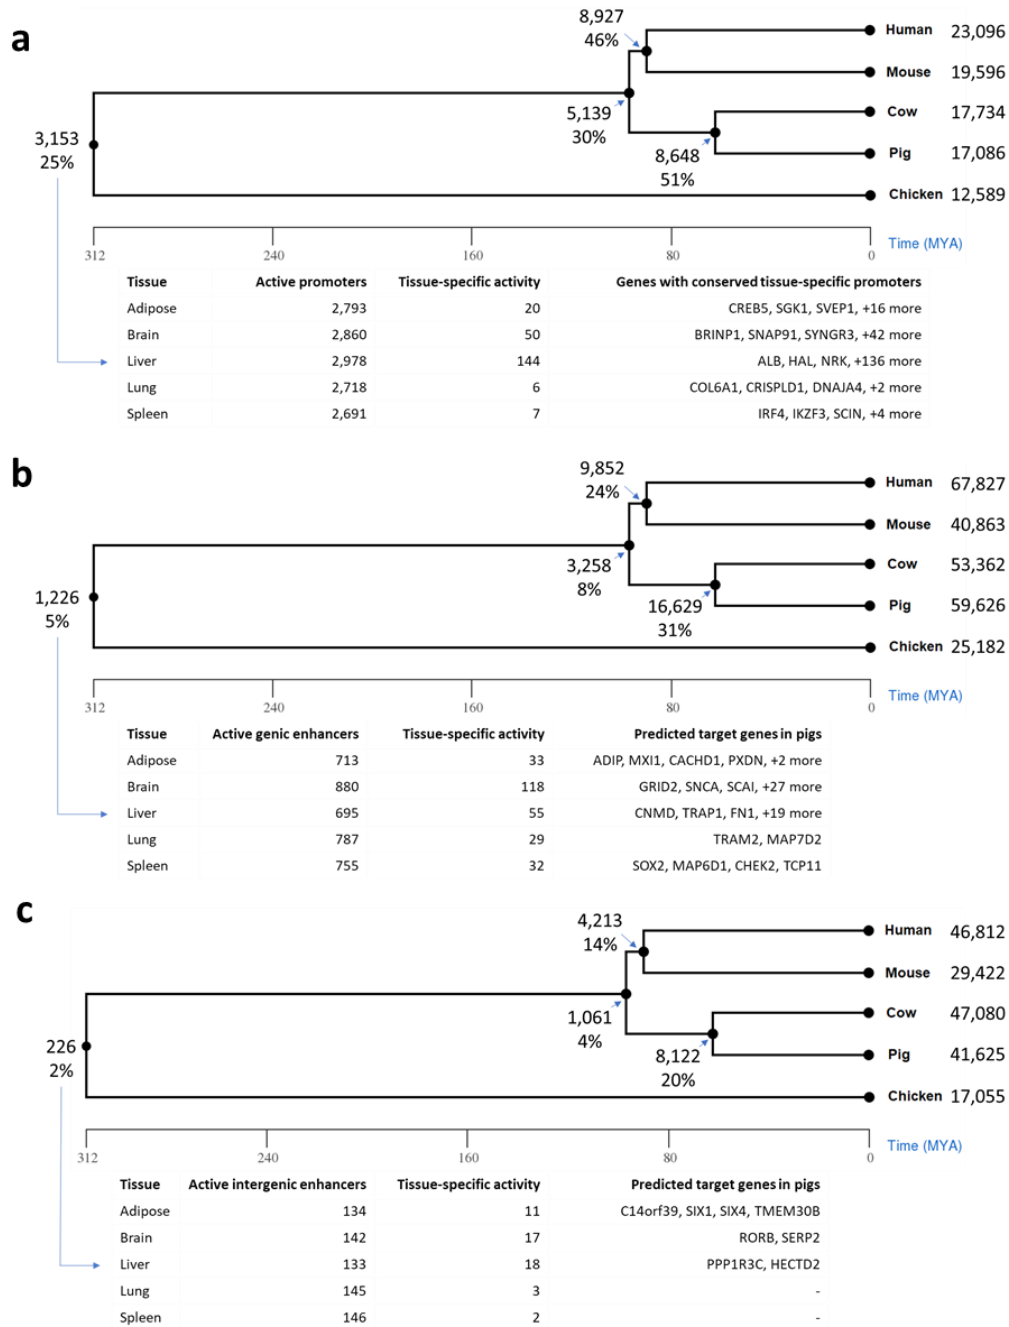

35

36 Supplementary Figure 6. **Conserved regulatory elements in each lineage.** Conservation of  
 37 (a) TSS proximal, (b) genic, and (c) intergenic regulatory elements within each phylogenetic  
 38 lineage. For elements conserved across all species, the number active in each tissue, active  
 39 only in one tissue, and the genes predicted as regulatory targets of those active in only a single  
 40 tissue are shown.

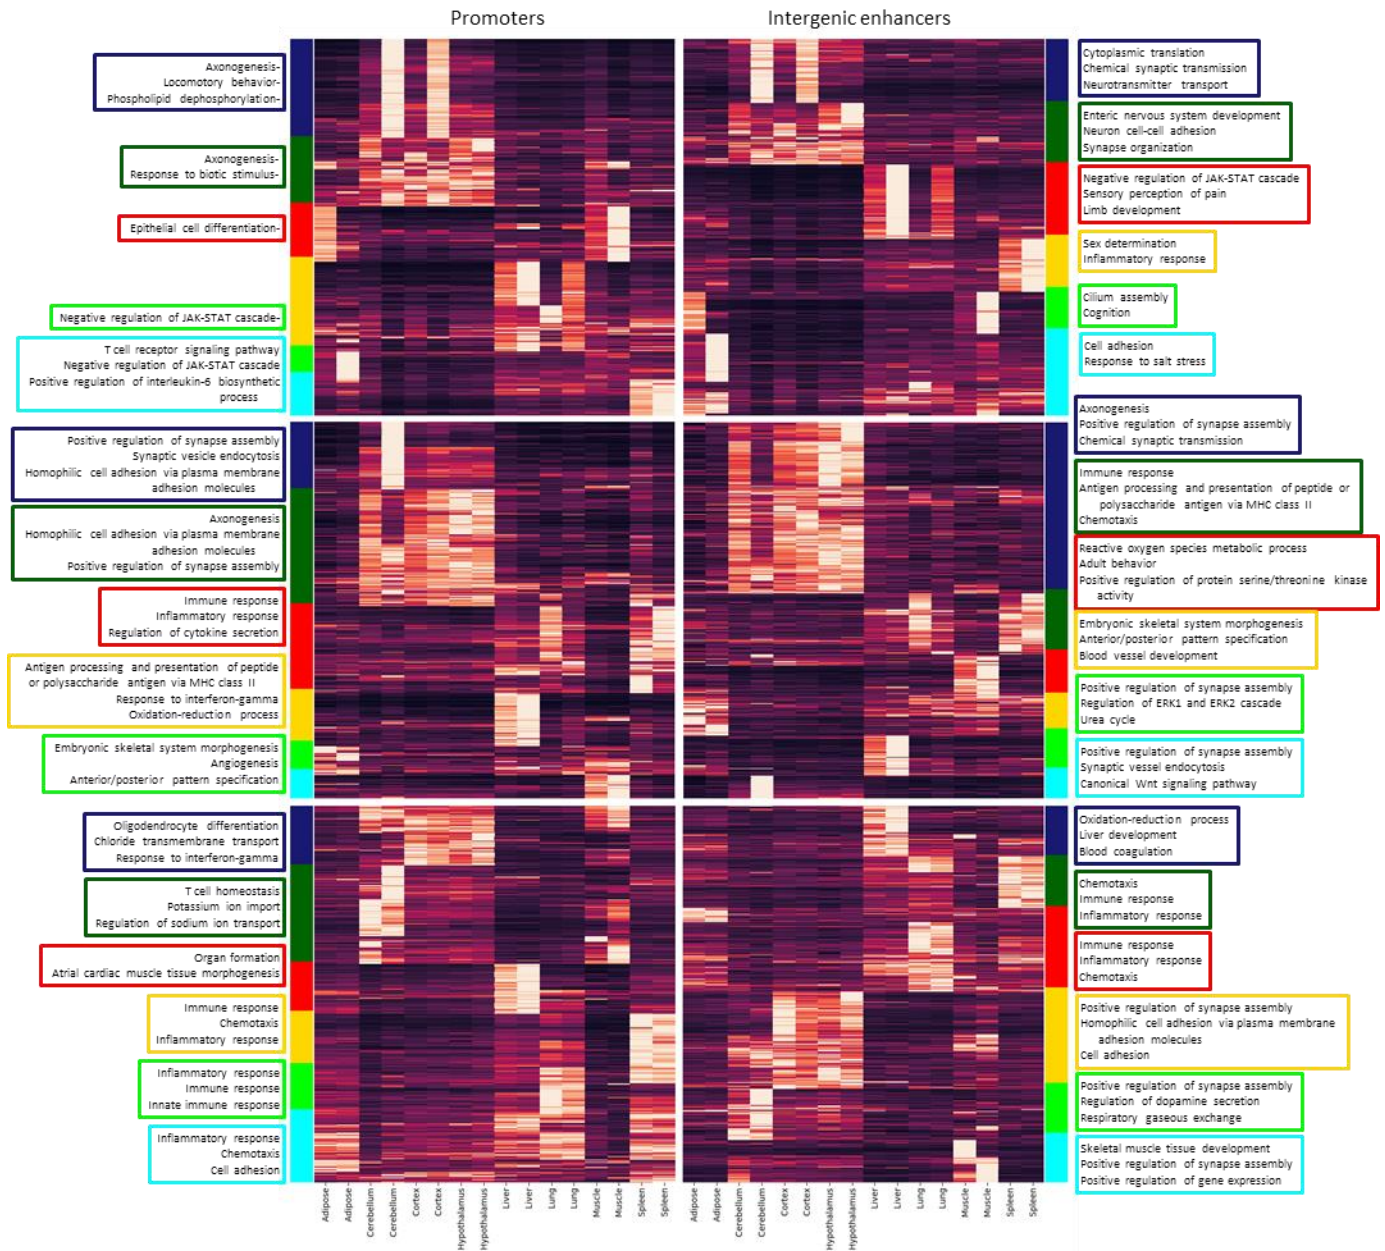

Supplementary Figure 7. **Clustering of regulatory elements and GO term enrichment of predicted targets.** Clustering of all REs with a predicted target gene based on H3K27ac signal, and top 3 GO terms enriched in genes predicted as targets of each cluster. Heatmaps are organized with species as rows (top: chicken, middle: pig, bottom: cattle) and columns as the group of RE (left: promoters, right: intergenic enhancers).

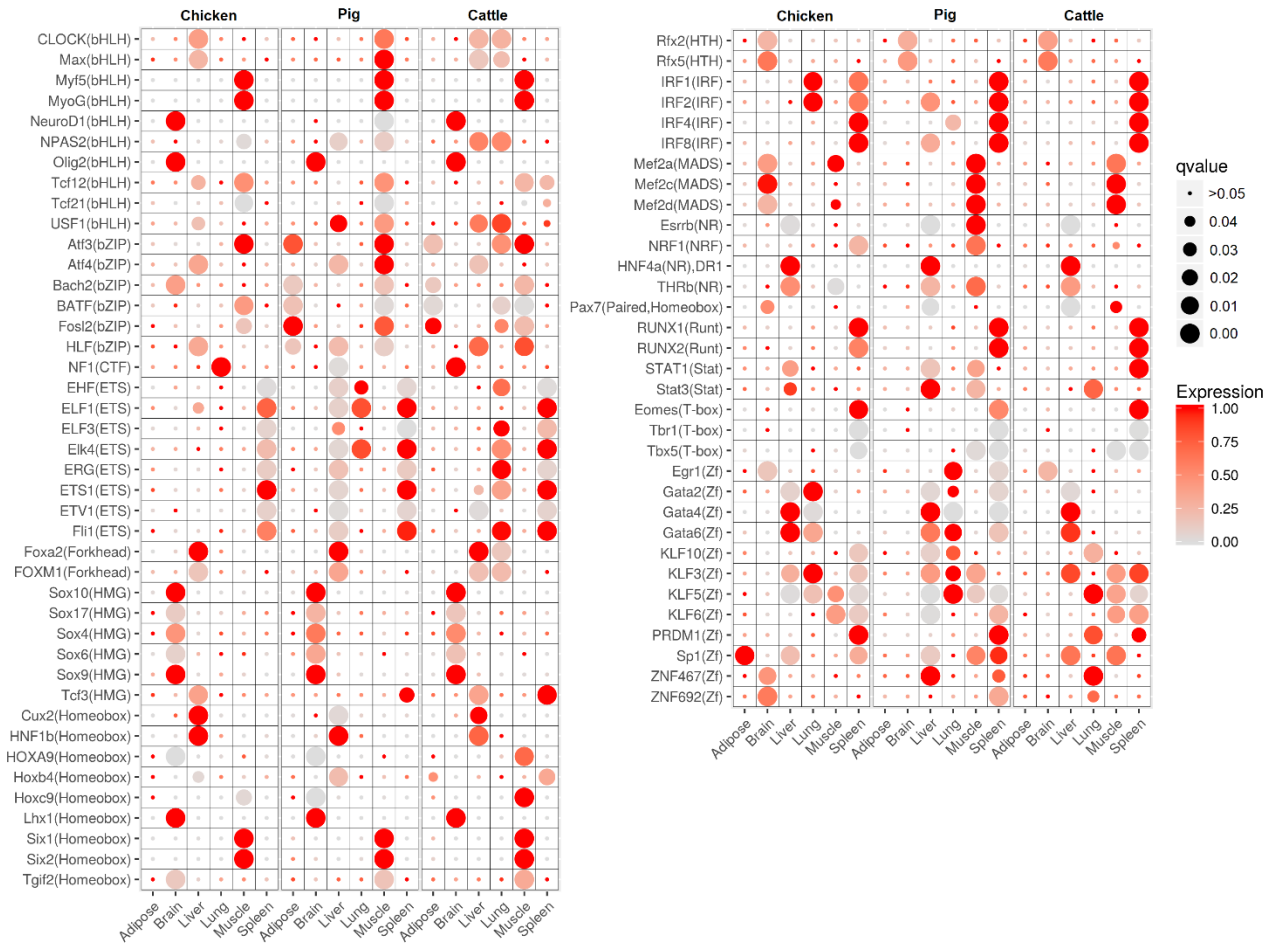

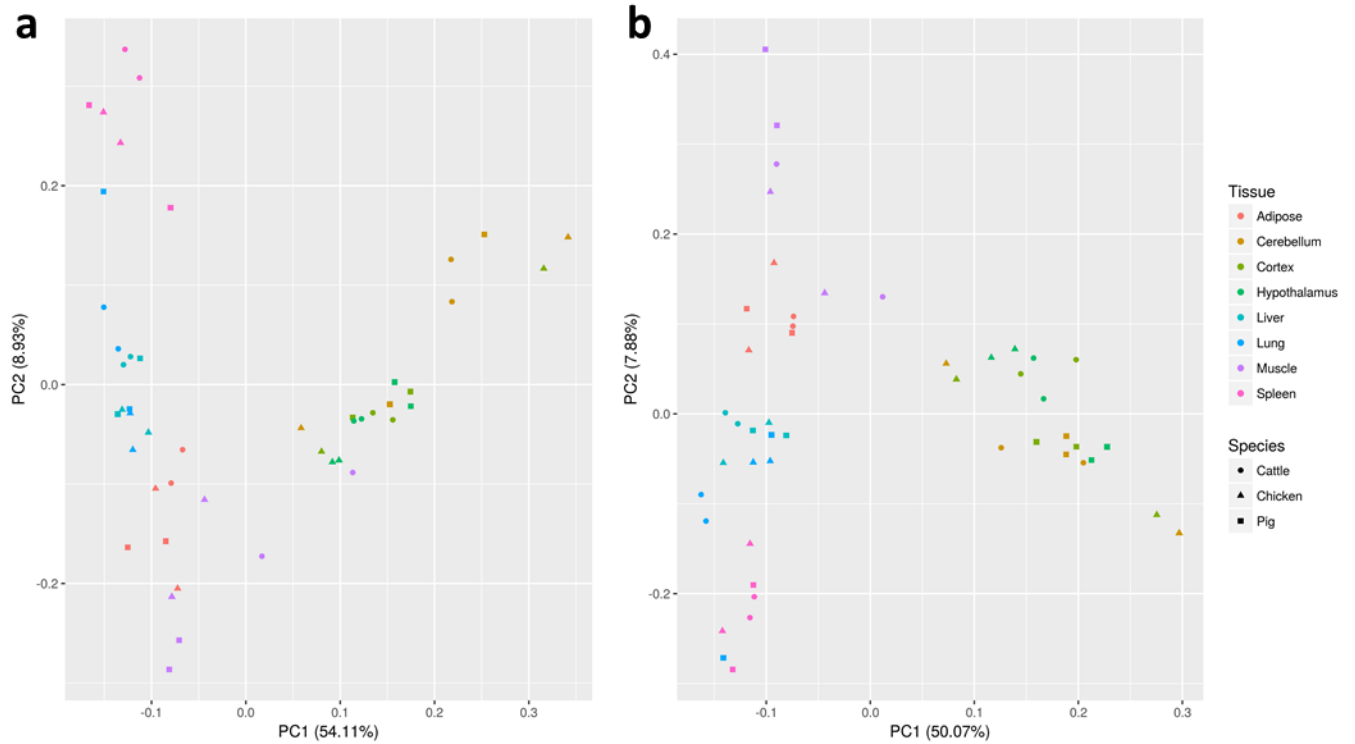

Supplementary Figure 9. **Principal component analysis of TSS proximal and genic regulatory elements targeting orthologs.** Principal component plot of the normalized read depth of H3K27ac of TSS proximal (**a**) and genic (**b**) REs predicted to target genes with one-to-one orthologs across all three species.

# Supplementary material for: Functional annotations of three domestic animal genomes provide vital resources for comparative and agricultural research
**Source:** Nat Commun. 2021 Mar 23;12:1821. doi: 10.1038/s41467-021-22100-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Number of raw, trimmed, aligned, and filtered, and duplicate reads for each sequencing dataset.

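For RNA-seq, the reads remaining after trimming, alignment and the mapping quality filter in that table can be set beside the count files. Summed over genes and over reads on no gene or on several, each chicken file held 100.016% to 100.042% of the paper's remaining reads and each cattle file 100.006% to 100.023%. The paper's raw reads per RNA-seq library ranged from 50258234 to 79752367 in chickens and from 22416281 to 75794000 in cattle. Reads counted on genes made up 62.7% to 82.4% of the raw reads in chickens (median 69.8%) and 55.6% to 82.1% in cattle (median 68.7%).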

File Name: Supplementary Data 2

Description: Quality metrics (NRF, PBC1, PBC2, NSC, RSC, JSD, number of peaks, genome coverage of peaks, and FRiP, see Methods for details of these metrics) for each ChIP-seq dataset.

File Name: Supplementary Data 3

Description: ENCODE data portal accession numbers for human and mouse ENCODE and human Roadmap datasets used in this manuscript.

# Supplementary material for: Functional annotations of three domestic animal genomes provide vital resources for comparative and agricultural research
**Source:** Nat Commun. 2021 Mar 23;12:1821. doi: 10.1038/s41467-021-22100-8
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw sequencing data has been deposited in the European Nucleotide Archive (ENA) and is available under accession PRJEB14330. Accession numbers for ENCODE and Roadmap datasets used are given as supplementary information.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Two biological replicates per tissue were used per species, which was chosen to follow the experimental design of ENCODE Consortium and FAANG Consortium                                                                                                                                                          |
| Data exclusions | Data for only 1 replicate for DNase-seq from chicken hypothalamus was generated because the lab generating the data could not produce a successful library from the other sample. ATAC-seq data from only 1 replicate was used from cattle cerebellum as the sample for the other replicate could not be located. |
| Replication     | Technical replicates were not performed.                                                                                                                                                                                                                                                                          |
| Randomization   | This is not relevant to our study as we did not separate the individuals into experimental groups.                                                                                                                                                                                                                |
| Blinding        | This is not relevant to our study as we did not separate the individuals into experimental groups.                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibodies used were from Diagenode. For chicken and pig ChIP-seq, catalog #C01010059 lot A17723-0041D, catalog #C15410069 lot A1821D, catalog #C15410174 lot A1723-0041D, catalog #C15410037 lot A1862D, and catalog #15410210 lot A2359-00234P for H3K4me3, H3K27me3, H3K27ac, H3K4me1, and CTCF, respectively. For cattle, the same lots were used for H3K27ac, H3K4me1, and CTCF, while lot A1051D for H3K4me3 and lot A00821D for H3K27me3 were used with the same catalog numbers as for chicken and pig. |
| Validation      | Validation was performed by Diagenode as stated on their website: <a href="https://www.diagenode.com/en/categories/antibodies">https://www.diagenode.com/en/categories/antibodies</a>                                                                                                                                                                                                                                                                                                                               |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Chickens were 20 week old male F1 crosses of Line 6 and Line 7, pigs were 6 month old castrated male Yorkshires, and cattle were 14 month old intact male Line 1 Herefords. |
| Wild animals            | This study did not involve wild animals                                                                                                                                     |
| Field-collected samples | This study did not involve samples collected from the field                                                                                                                 |
| Ethics oversight        | Protocol for Animal Care and Use #18464, approved by the Institutional Animal Care and Use Committee (IACUC), University of California, Davis                               |

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

*May remain private before publication.*

Raw data has been deposited at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158430>. Processed data under the folder "Processed\_Reads" and BED files for the called peaks under the folder "Peak\_Calls" is available at [http://farm.cse.ucdavis.edu/~ckern/Nature\\_Communications\\_2020/](http://farm.cse.ucdavis.edu/~ckern/Nature_Communications_2020/).

#### Files in database submission

A total of 339 fastq files were generated

#### Genome browser session (e.g. [UCSC](#))

Links to UCSC genome browsers for the 3 species are here: <http://farm.cse.ucdavis.edu/~ckern/FAANG/>

### Methodology

#### Replicates

2 biological replicates were used per tissue. Replicate agreement was measured by Pearson correlation of read depth in genomic bins by deepTools version 3.3.0 and is included in extended data Figures 2-4.

#### Sequencing depth

All ChIP-seq data were single-end 50bp reads. A minimum of 20 million uniquely mapped reads was targeted for all marks except H3K27me3 where 40 million uniquely mapped reads was targeted. The average depth per library is reported in Extended Data Table 1, and the sequencing depth of all 240 ChIP-seq libraries can be provided in supplementary information.

#### Antibodies

All antibodies used were from Diagenode. For chicken and pig ChIP-seq, catalog #C01010059 lot A17723-0041D, catalog #C15410069 lot A1821D, catalog #C15410174 lot A1723-0041D, catalog #C15410037 lot A1862D, and catalog #15410210 lot A2359-00234P for H3K4me3, H3K27me3, H3K27ac, H3K4me1, and CTCF, respectively. For cattle, the same lots were used for H3K27ac, H3K4me1, and CTCF, while lot A1051D for H3K4me3 and lot A00821D for H3K27me3 were used with the same catalog numbers as for chicken and pig.

#### Peak calling parameters

Mac3 2.1.1 was used to call peaks, with a q-value threshold of 0.01 used for H3K4me3, H3K4me1, H3K27ac, and CTCF, while a q-value threshold of 0.05 and the broad peak calling flag was used for H3K27me3.

#### Data quality

Data quality metrics used are described in the methods of the manuscript, and include the non-redundant fraction, PCR bottleneck coefficients, fraction of reads in peaks, normalized and relative strand correlations, and Jensen-Shannon distance. The average metrics per library are reported in Extended Data Table 1, and a table with the metrics for each individual library can be included in the supplementary information.

#### Software

Trim-galore 0.4.5 was used to trim reads, then aligned with BWA 0.7.17. Picard tools 2.18.17 was used to mark and filter PCR duplicates. ChromHMM 1.19 was used to predict chromatin states. DeepTools 3.3.0 and BEDTools 2.27.1 were used for a variety of analysis tasks. The data processing pipeline is available at <https://github.com/kernco/functional-annotation>

How the deposited data were processed for this re-analysis (not part of the article)

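RNA-seq was analysed in 48 libraries, from 8 tissues of 2 male animals in each of 3 species. Chickens were crosses of 2 inbred lines, pigs were littermates, and cattle had the same sire. Sample identity was taken from the labels and matched to the tissues and replicate names of Supplementary Data 1 for chickens and cattle, since that table as used here lists no RNA-seq reads of pigs. The other assays of the study were not analysed here.

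The authors trimmed the reads with Trim Galore! 0.4.5, aligned them with STAR 2.5.4a to GalGal6, Sscrofa11.1 or ARS-UCD1.2, removed alignments with a mapping quality under 30 with SAMtools 1.10, and deposited counts per gene from htseq-count 0.11.1 on Ensembl version 99. The deposited counts are whole numbers and were not normalized by the authors. The strand setting and the overlap mode of the counting are not given in the sources used here, so overlapping and antisense genes are uncertain, as are genes with near-identical copies. Entries that name no gene were left out of totals and tests. Reads on no annotated gene made up a median of 25.7% of a library in chickens, 17.8% in pigs and 27.9% in cattle, and reads on several genes 0.460% to 2.59% of a library over all species.

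Genes were named in the files by Ensembl identifiers. None of the tables used here paired these identifiers with symbols: 0 of the 24356 chicken identifiers matched the reference table of RefSeq genes. Results for named genes and for orthologs across species were therefore left out, and the rule for naming genes, set beforehand, named none. It covered the genes the paper names for their expression, the transcription factors of Fig. 3, and the tissue-specific gene with the highest CPM of each tissue group, each only where an identifier is paired with a symbol.

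TMM factors were computed with edgeR 4.0.16 on all genes of a species, and CPM from the scaled library totals. A gene was called expressed at a mean CPM of 1 over the 2 replicates of any tissue. Correlations and principal components used log2(CPM + 1) and unlogged, scaled CPM, respectively. Genes that differ among tissues came from edgeR's quasi-likelihood F-test on genes kept by filterByExpr, with Benjamini-Hochberg adjustment at 0.05. Tissue-specific genes had a mean CPM at least 4-fold that of each of the other 5 groups. Beside that count stands an intersection-union test, in which the largest one-sided p of the 5 quasi-likelihood comparisons is adjusted over all genes tested. Exact permutation tests used all pairings of the 8 tissues of 1 animal with those of the other. Alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), DESeq2 size factors, other filters, scales and definitions, and leaving out each library in turn, which kept the tested genes fixed and assumes that the lone remaining library of a tissue varies like the other groups. For principal components, which have no replicate spread, the SD over the fits with 1 library left out served as the spread. R was version 4.3.3.

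The steps were tested on simulated counts with the real library sizes and the mean of each gene over all libraries of its species. In these counts 200 genes were changed 8-fold, and no other gene was made to differ among tissues. The simulated counts therefore lack the differences among tissues that most real genes show, and the unequal composition of the real libraries. The values below do not show how the steps, TMM included, behave on such data. For liver against the other tissues, the quasi-likelihood F-test recovered 83.5% of them among 17691 genes in chickens, 89.5% among 17170 in pigs and 88.5% among 18339 in cattle, with 12, 12 and 9 other genes called. The intersection-union test recovered 75.5%, 80.0% and 79.0% with 0 others, and the 4-fold rule 88.0%, 90.5% and 88.0%. DESeq2's likelihood-ratio test recovered 91.5%, 94.5% and 92.5% but called 252, 219 and 228 others. For a difference between the 2 animals, the test recovered 98.0%, 99.0% and 99.0%, with 7, 11 and 8 other genes called.

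Replicate pairs were checked for repeated libraries: counts of the 24 pairs differed by 33.3 to 390 times the variance of counting noise. The replicate names of pigs and cattle were taken to mark animals, since the methods describe 2 animals per species. Whether a letter marks the same bird in every chicken tissue is not stated. The log2 differences between the 2 animals correlated across genes between tissues with a mean r over 28 pairs of tissues of 0.137 in cattle (from -0.118 to 0.504), 0.0530 in pigs (from -0.352 to 0.406) and -0.00421 in chickens (from -0.564 to 0.486). The fit with the animal as a replicate block was an alternative.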

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

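The contrast of brain with the other tissues and the slope of the share on depth within pairs of replicates were chosen only after the result was seen. With 2 replicates per tissue, single samples were not tested for standing apart from their group.

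The text of the paper gives no share of reads that fell on no annotated gene. It does leave out regions near unannotated start sites that an earlier analysis found from RNA-seq. Reads on no annotated gene were present in every library. Their median share of a library was 25.7% in chickens, 17.8% in pigs and 27.9% in cattle. The share averaged 29.9% ± 2.86 (SD, n = 6) in the brain libraries and 20.1% ± 6.51 (SD, n = 10) in the others in chickens, and 31.8% ± 5.96 (SD, n = 6) and 23.3% ± 6.83 (SD, n = 10) in cattle. In pigs the means were 19.1% ± 3.51 (SD, n = 6) and 15.4% ± 5.69 (SD, n = 10). None of these differences passed a two-sided exact permutation test over the 56 choices of 3 tissues (p = 0.0714 in chickens, 0.375 in pigs and 0.161 in cattle). By tissue, the mean share ranged from 7.56% ± 0.669 (SD, n = 2) in pig liver to 39.3% ± 2.67 (SD, n = 2) in cattle cerebellum. Cattle cortex (28.3%) and hypothalamus (27.9%) lay below lung (30.2%) and spleen (30.5%). Pig cortex (17.8%) and hypothalamus (16.3%) also lay below lung (20.8%) and spleen (21.6%). Of the brain tissues, only cerebellum thus lay above all other tissues in cattle and pigs, while in chickens each brain tissue did.

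A few genes taking most of the counts could lower the share in liver and muscle. With the 100 genes with the most reads taken out of each library, the brain share was higher by 7.88 percentage points in chickens and 7.13 in cattle (two-sided exact permutation test, p = 0.0179 in both, the smallest that 56 choices allow), which argues against abundant genes as the whole cause in these species. In pigs the difference was 3.63 points (exact permutation test, p = 0.286), which decides nothing. Depth is another possible explanation, since brain libraries held more reads than the others in chickens, by 0.21 on the log2 scale (two-sided exact permutation test, p = 0.0357), and by 0.18 in cattle, where the difference did not pass (p = 0.607 in the same exact test). In pigs no difference in depth was seen (-0.01 on the log2 scale, exact permutation test, p = 0.929). Within pairs of replicates, the deeper library had the larger share in 14 of 24 (exact sign test, p = 0.541), and this comparison alone does not decide on depth. For depth alone to give the contrast, the share would have to rise by 46.0 points per log2 unit of depth in chickens and 46.9 in cattle, and in pigs, where depth hardly differed, to change by -280.5. Within the 8 pairs of replicates of a species it rose by 0.177 points per log2 unit in chickens (-1.89 to 1.19 with each pair left out) and 3.91 in cattle (2.74 to 8.84), and in pigs the slope was -1.16 (-1.81 to -0.191), which argues against depth as the whole cause in each species. Unspliced transcripts, incomplete annotation and the strand setting of the counting stay open, since the counts give no positions of these reads. A biological difference between brain and other tissues was not tested.

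The contrast was also compared between species. It was 6.15 points larger in chickens than in pigs (two-sided exact permutation test of tissues, p = 0.0536), 4.80 points larger in cattle than in pigs (p = 0.107 in the same exact test) and differed by -1.35 points between cattle and chickens (exact permutation test, p = 0.714), so no difference between species was shown.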

How the results depend on the processing

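Chosen after the data were seen were the median over libraries and the mean number per library as readings of genes expressed, and leaving out single libraries for the principal components. All other alternatives were set before the data were examined.

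Genes expressed stayed within 1.5 times the reported number in 27 of 30 values over 10 alternatives, which include DESeq2 size factors, library size only, TMM after filtering, and thinning. The exception was a CPM of 1 in every library, with 8883 genes in chickens, 9536 in pigs and 10055 in cattle, a stricter rule by construction. Leaving out 1 library or 1 animal gave 15444 to 15649 genes in chickens, 16042 to 16161 in pigs and 16994 to 17100 in cattle.

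The replicate correlation kept its direction and its side of the threshold under Spearman's rho, another pseudocount, a filter and DESeq2 size factors. With each tissue left out in turn, the difference in mean r was 0.160 to 0.185 in chickens, 0.171 to 0.220 in pigs and 0.170 to 0.196 in cattle, and each exact permutation p was 0.000198, the smallest that 5040 pairings can give. The replicate distance in the principal components also kept both in all 15 values, between 0.0326 and 0.129 of the distance between tissues.

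The shares of the principal components moved under 27 of 36 values, by more than the SD over fits with 1 library left out, a measure of spread chosen after the data were seen. That SD understates the sampling spread, because the fits share nearly all their libraries. The smaller of these moves therefore need not exceed the sampling spread. On the log2 scale without scaling, the first component held 40.4% in chickens, 41.4% in pigs and 43.4% in cattle, and the second 20.4%, 24.4% and 18.7%. With log2 and scaling the first held 27.3%, 28.2% and 27.9%, and the second 18.6% in chickens and 22.3% in pigs. Neither logged nor scaled, the first held 72.3%, 73.8% and 54.6%, and the second 26.4% in chickens and 33.9% in cattle. On expressed genes only, the first held 26.9%, 29.1% and 27.0% and the second 21.1%, 22.8% and 18.8%. At library size only, the first held 23.6% in chickens and 26.9% in pigs, and the second 22.5% in chickens, 21.6% in pigs and 22.5% in cattle. The cause was not tested. With each library left out, the first held 23.7% to 25.2%, 23.1% to 25.9% and 23.1% to 25.2%, and the second 15.3% to 18.7%, 19.7% to 21.9% and 15.4% to 17.2%.

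Low-variance genes moved by more than 1.5 times when 1 was added to the CPM in chickens (6406) and pigs (5728), and with a variance under 6 in cattle (3227). The cause was not tested. The ranges with each library left out were 3850 to 4105, 3469 to 3900 and 5242 to 5581.

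Genes that differ among tissues stayed within 1.5 times in all 15 values, between 16160 and 17081. With each library left out, they were 16459 to 16982 in chickens, 16100 to 16511 in pigs and 16364 to 17062 in cattle. With the replicate block, 16713, 16360 and 17081 genes were called, of which 16667, 16301 and 16787 were also called without it. The replicate block gave 3508, 3366 and 3447 tissue-specific genes that pass the test, and it moved no count by more than 1.5 times.

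Tissue-specific genes depended on the rule, and the stricter and looser rules move the count by construction. With 8 tissues in place of 6 groups, 2590, 2425 and 2604 genes were selected in chickens, pigs and cattle, and 2045, 1935 and 1902 of them passed the test. With no minimum CPM, the totals were 7019, 5989 and 6523, with 399, 321 and 455 in adipose, 3380, 2560 and 2799 in brain, 622, 645 and 551 in lung, and 830, 609 and 821 in spleen. At 8-fold they were 2503, 2434 and 2616, with 103, 56 and 89 in adipose, 139, 199 and 154 in lung, 388, 313 and 399 in muscle, and 222, 124 and 216 in spleen, and 623 in pig liver; 2344 chicken genes passed the test. A stricter rule required the lowest library of a group, of 6 libraries for brain, to be at least 4-fold the highest library outside it. By that rule the totals were 2538, 2379 and 2398, with 93, 76 and 108 in adipose and 840, 838 and 784 in brain. Lung had 156, 199 and 158, pig and cattle spleen 179 and 229, and cattle muscle 432. Of the cattle genes, 2253 passed the test. With a minimum of 5 CPM, cattle lung had 165. Under each of these rules on 6 groups, brain held the most genes in each species. With 8 tissues, liver held more than the brain tissues together.

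With each library left out, the totals were 3926 to 4039 in chickens, 3682 to 3812 in pigs and 3855 to 3995 in cattle, and 3089 to 3701, 3045 to 3494 and 2935 to 3427 passed the test. The ranges by tissue in chickens were 208 to 252 in adipose, 1480 to 1550 in brain, 735 to 748 in liver, 278 to 312 in lung, 710 to 781 in muscle and 444 to 486 in spleen. In pigs they were 137 to 160, 1453 to 1492, 965 to 1064, 309 to 337, 477 to 548 and 272 to 307 in the same order. In cattle they were 191 to 235, 1484 to 1530, 801 to 867, 253 to 275, 551 to 674 and 382 to 498.

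The alternatives for named genes, for the species difference in named genes, for cross-species similarity and for cross-species principal components were not run, since no gene symbols could be joined to the identifiers. Depth limits genes near a CPM of 1, where the shallowest scaled library of a species had 18.6 reads in chickens, 10.6 in pigs and 13.7 in cattle.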

Differences from the paper's values

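The median over libraries and the mean number per library are tests chosen only after the result was seen. No value differed from the paper's by more than 1.5 times under the reported settings. The paper gives 11476 expressed genes in chickens, 12203 in pigs and 13074 in cattle, and the values here were 15531, 16081 and 17020, or 1.35, 1.32 and 1.30 times the paper's. None of the alternatives set before the data were examined came within the difference between the 2 animals of these numbers; a mean CPM of 1 over the 16 libraries gave 13830, 14702 and 15350, and a CPM of 1 in every library 8883, 9536 and 10055. A median CPM of 1 over the 16 libraries, a setting chosen after seeing the values, gave 11795, 12638 and 13079, of which the cattle number lies within that spread of the paper's. The mean number per library, also chosen after seeing the values, was 12036 in chickens, 12832 in pigs and 13367 in cattle. All of these counts cover every gene listed, whatever its type. The paper does not state the gene set of its numbers, and it defines TSS proximal regions at protein-coding transcripts. A difference in gene set therefore stays open and was not tested.

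The paper states that a threshold of 6 removed about 3800 genes without naming the species. The values here were 3845 in chickens, 3477 in pigs and 5220 in cattle.

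The shares of the first and second components are about 27% and 20% in chickens, about 28% and 23% in pigs and about 27% and 18% in cattle in Supplementary Fig. 5a, read by eye. The reported setting gave 24.3% and 17.5%, 24.8% and 20.7%, and 23.8% and 16.3%. On expressed genes only, the shares were 26.9% and 21.1%, 29.1% and 22.8%, and 27.0% and 18.8%, and on the log2 scale with scaling they were 27.3% and 18.6%, 28.2% and 22.3%, and 27.9% and 16.7%.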

Other observations

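The counts of genes above cortex, the comparison of 2 shares in hypothalamus, the ordering of species by relatedness, and all tests with exchanged chicken letters were chosen only after the result was seen.

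Of the hypothalamus libraries, chicken B and pigs P348 and P350 were nearer to a cortex library than to their replicate. A candidate explanation is a mislabelled cortex library, and 2 tests of it point in different directions in pigs. The first, set before its result, took genes at least 8-fold above the cortex mean, at 5 CPM or more, in the other hypothalamus library. Their median log2 ratio to cortex was 1.19 in chicken B over 211 genes, above the limit of 1 set for a cortex library. It was 0.70 in pig P348 over 75 genes and 0.68 in pig P350 over 72 genes, under that limit, so by this test alone both pig libraries looked like cortex. The second, chosen after those values were seen, counted such genes in each library itself. There were 15 in chicken B, where a cortex library held at most 1 above the other, and 72 in pig P348 and 75 in pig P350, where a cortex library held at most 15. The pig counts lie above those of either pig cortex library. This argues against a mislabelled cortex library in pigs, against the direction of the first test. In chicken B the count is no larger than that of a pig cortex library. With 1 cortex pair per species, it does not decide by itself there, and the first test alone argues against a mislabelled library.

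A mix of cortex into 1 hypothalamus library is another candidate explanation. The test set beforehand compared the spread of log2 ratios between replicates with that of the cerebellum pair, and the spread was 5.04 times as large in chickens and 6.04 times in pigs. That test is not a fair one, because a mix would itself widen the spread. A second test, chosen afterwards, estimated the share of the other replicate's tissue from genes high in that replicate and from genes high in cortex, which a simple mix of the other replicate with cortex would make equal. In chicken B the shares were 8.58% (interquartile range 2.41 to 17.0) and 32.9% (19.7 to 45.9). In pigs they were 3.60% and 83.8% in P348, and 2.398% and 99.5% in P350, with interquartile ranges that lie apart. Of the libraries nearest to their own replicate, chicken A gave near-equal shares, 85.9% and 86.6%, from 15 and 5 genes. Cattle M08 gave 16.8% (0.184 to 217.1) and 94.6% (77.5 to 100.1), with ranges that overlap, but cattle M22 gave 13.4% (5.95 to 30.9) and 96.3% (87.1 to 100.0), with ranges that lie apart. Unequal shares thus also occurred in a library without the pattern. Neither test decides on a mix, because the replicates need not have held the same hypothalamus tissue. Dissection of different parts of the hypothalamus stays open and was not tested.

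Genes that differ between the 2 animals over all tissues were sought with edgeR's quasi-likelihood test with the animal as a coefficient, at a Benjamini-Hochberg adjusted p of 0.05. In cattle 134 genes were called, 72 higher and 62 lower in M22, with a median absolute log2 fold change of 1.18. In pigs 19 were called, 10 higher and 9 lower in P350, with a median of 3.08. In chickens edgeR called 0 genes, with 569 at an unadjusted p under 0.05, while DESeq2 called 11 and limma-voom 0. DESeq2 and limma-voom called 748 and 317 genes in cattle and 82 and 17 in pigs. The animals were exchanged within tissues in other ways, 50 in all with the real one. In cattle and in pigs 1 of the 50, the real one, gave as many genes, which argues against chance there. As 1 of 50 is the smallest share that 50 assignments allow, chance is not excluded. In chickens 50 of 50 gave as many genes, which says nothing about chance, because any assignment gives at least 0 genes. Called genes in cattle had a median mean CPM of 17.4, against 15.0 for all genes tested, which lies at percentile 77.6 of 10000 random lists of 134 genes and argues against low depth. In pigs the called genes had a median mean CPM of 3.25, against 17.4 for all genes tested, and the other assignments called at most 1 gene from the same counts, which argues against counting noise alone as the source of the 19 calls. The number of genes called may follow the relatedness of the animals, since chickens were crosses of inbred lines, pigs were littermates and cattle had the same sire. This order was noticed with the counts in hand, each species has 1 pair of animals, and the 0 in chickens holds only for the letters as labelled, since another assignment gave 332 genes in edgeR. Relatedness and library batch cannot be told apart in them. The difference between species was not tested.

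The differences between chickens A and B ran in opposite directions in different tissues. They correlated across genes with r = 0.486 between cerebellum and spleen and r = 0.426 between adipose and cortex, but r = -0.564 between cerebellum and cortex. All ways to exchange the letters within tissues were screened with limma-voom. The exchange in 4 tissues (adipose, cortex, liver and lung), later also picked by the first component of the differences, gave 782 genes in limma-voom, the most in that screen, but edgeR called 0 for it, with 3603 at an unadjusted p under 0.05. With muscle exchanged as well, edgeR called 332. A count found by such a search is no evidence that letters were crossed. If birds carried different gene variants and the letters were crossed in these tissues, large differences in few genes could result. The birds were crosses of highly inbred lines, which leaves fewer variants to differ between them, and how many remained was not measured. The 782 genes differed by a median of 0.53 on the log2 scale, and 0 of them by more than 3. Of the genes called between the animals as labelled, 10 in pigs and 19 in cattle did. This argues against variants of large effect among the 782 genes. Without these 782 genes, the mean correlation between tissues was 0.159, compared with 0.203 with them. The correlations do not decide, because small differences below the limit of the test stay in the rest. A first form of this test was void because edgeR called no gene. Variants of smaller effect, a broad difference in state between birds and a library batch cannot be told apart here, since no batch is given. The letters were used as the labels give them.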
